# Amitriptyline-Mediated Cognitive Enhancement in Aged 3×Tg Alzheimer's Disease Mice Is Associated with Neurogenesis and Neurotrophic Activity

**DOI:** 10.1371/journal.pone.0021660

**Published:** 2011-06-27

**Authors:** Wayne Chadwick, Nick Mitchell, Jenna Caroll, Yu Zhou, Sung-Soo Park, Liyun Wang, Kevin G. Becker, Yongqing Zhang, Elin Lehrmann, William H. Wood, Bronwen Martin, Stuart Maudsley

## Abstract

Approximately 35 million people worldwide suffer from Alzheimer's disease (AD). Existing therapeutics, while moderately effective, are currently unable to stem the widespread rise in AD prevalence. AD is associated with an increase in amyloid beta (Aβ) oligomers and hyperphosphorylated tau, along with cognitive impairment and neurodegeneration. Several antidepressants have shown promise in improving cognition and alleviating oxidative stress in AD but have failed as long-term therapeutics. In this study, amitriptyline, an FDA-approved tricyclic antidepressant, was administered orally to aged and cognitively impaired transgenic AD mice (3×TgAD). After amitriptyline treatment, cognitive behavior testing demonstrated that there was a significant improvement in both long- and short-term memory retention. Amitriptyline treatment also caused a significant potentiation of non-toxic Aβ monomer with a concomitant decrease in cytotoxic dimer Aβ load, compared to vehicle-treated 3×TgAD controls. In addition, amitriptyline administration caused a significant increase in dentate gyrus neurogenesis as well as increases in expression of neurosynaptic marker proteins. Amitriptyline treatment resulted in increases in hippocampal brain-derived neurotrophic factor protein as well as increased tyrosine phosphorylation of its cognate receptor (TrkB). These results indicate that amitriptyline has significant beneficial actions in aged and damaged AD brains and that it shows promise as a tolerable novel therapeutic for the treatment of AD.

## Introduction

Alzheimer's disease (AD) is the most common form of dementia associated with memory and cognitive decline. The public health impact of AD amplifies as the proportion of elderly people in the population increases. Classical biochemical hallmarks of AD include the accumulation of amyloid beta (Aβ) peptide oligomers and soluble hyperphosphorylated tau aggregates. The generation of these aggregates has been reported to result in oxidative and inflammatory damage, leading to metabolic failure and synaptic dysfunction. Approximately 40% of AD patients develop depressive symptoms, also known as AD-associated affective disorder, which itself contributes to cognitive decline [1]. To date, the most effective AD therapeutics are cholinesterase inhibitors which can partially improve cognition. However, AD patients suffering from depression, receiving anticholinesterase therapy, display a significant decline in cognitive function compared to depressed AD patients receiving a combination of both anticholinesterases and selective serotonin reuptake inhibitors (SSRI) [2]. Although combinational therapy has shown promise, SSRIs and tricyclic antidepressants (TCAs) have both also been shown to independently reduce the severity of cognitive decline in non-depressed AD patients [3]. Interestingly, it has also been shown that depressed patients receiving a low dose of paroxetine (an SSRI) exhibited a 12% reduction in serum BDNF levels, whereas depressed patients receiving a low dose of the tricyclic antidepressant amitriptyline (AMI) showed a 13% increase in serum BDNF levels [4]. Although TCAs have largely been replaced by SSRIs for the treatment of depression, TCAs such AMI, are currently prescribed for the treatment of neuropathic pain at doses well below antidepressant values, suggesting dose-dependent pluripotent actions of this agent. Interestingly, it was recently shown that AMI possesses neurotrophic activity and can bind to and activate the neurotrophin tyrosine kinase receptor B (TrkB; [5], [6]). Neurotrophins are critical for the maintenance of the peripheral and central nervous systems, and the beneficial effects of neurotrophic factors on neuronal function and AD pathophysiology are well known [7], [8]. An important consideration for the development of successful AD therapeutics is whether the agent retains functional efficacy in aged individuals with advanced pathology and symptomology. To investigate the potential for a therapeutic that possesses efficacy in aged and damaged brains we administered a low, chronic dose of AMI to the triple-transgenic mouse model of AD (3×TgAD; [9]). These 3×TgAD mice exhibit age-dependent Aβ deposition and tau pathology in the hippocampus, which is associated with deficits in spatial learning tasks [9]. We used aged 3×TgAD mice (14 months old), which demonstrated significant AD pathology and cognitive deficits, to determine the potential beneficial effects of AMI upon cognitive function and extant AD pathology. We have previously demonstrated that there are considerable neurophysiological differences between the 3×TgAD mice and their wild-type controls [10], which may differentially affect drug responses. Therefore, in this study we have focused mainly on the direct cognitive effects of AMI treatment on the 3×TgAD mouse model as opposed to any potential effects upon non-pathophysiological animals. The ultimate developmental goal of AD therapeutics is effective prophylaxis, but while early and accurate diagnostic tools are currently unavailable the ability to demonstrate therapeutic efficacy in a cognitively impaired disease-related condition is an important therapeutic step forward.

## Methods

### Animals and treatment

Animal care and experimental procedures followed NIH guidelines and were approved by the National Institute on Aging (NIA) Animal Care and Use Committee under NIA protocol number 293-LNS-2010. Male 3×TgAD mice, 14 months of age, were maintained on a 12 hr light dark cycle in pathogen free conditions. Animals received food and water *ad libitum*. The test group received 100 µg/g body weight amitriptyline-hydrochloride *per os* in their drinking water (Sigma-Aldrich, St. Louis MO) for 4 months (n = 15), and the control group received water (n = 15). Two months into the experiment 50 µg/g BrdU was administered intraperitoneally to both groups daily for 9 days, to examine the potential effects of AMI on neurogenesis. To ensure that any novel AMI-generated BrdU-positive cells were stable and mature, two months were allowed to elapse from initial BrdU injection to the time of tissue harvest. At the end of the study period, animals were euthanized with isoflurane inhalation and decapitation. One half of the brain was carefully dissected on ice, snap frozen and stored at −80°C for further analyses. The other half of each brain was fixed in 4% paraformaldehyde for immunohistochemical analyses.

### Behavioral testing

The Morris water maze (MWM) was used to assess cognitive function. The MWM test protocol has been described in detail previously [11], [12]. Briefly, animals were given four trials per day for seven days to learn the task. On the final day of testing, animals were given a probe trial in which the platform is removed and the amount of time spent in each quadrant by the animal is recorded over a 60 second interval. This probe trial was performed 4 hours, 24 hours and 2 weeks following the final day of training. The probe trial indicates whether the animal can remember where the escape platform was located. In addition to the MWM, we also used the Novel Object Preference (NOP) test to determine learning and memory ability. The animals were placed in opaque boxes (for 15 minutes) which contained two identical objects, and the time spent exploring each object was measured. The following day, one of the objects was replaced with a new object, and again the time spent exploring each object was measured (for 15 minutes). Animals that do not exhibit memory impairment will spend more time exploring the novel object on the second day of testing. Data was reported as the preference index (PI), *i.e.* the total time spent investigating the novel object/total time the animal spent investigating both objects. Subsequently, we measured general activity levels using a standard open field procedure, with 2 zones (I and II), as described previously [11]. The following indices were measured: time spent in specific zone (I or II), total ambulatory counts, vertical activity counts, and total vertical activity time. To assess levels of anxiety, the elevated plus maze was used. The apparatus (San Diego Instruments, San Diego, CA) consisted of two open arms and two closed arms, that extended from a common central platform. The apparatus was elevated to a height of 38 cm above the floor level. Each mouse was placed in the center square facing an open arm and allowed to freely explore the apparatus for 10 minutes. The total time spent exploring the open arms (2 and 4) and the closed arms (arms 1 and 3) was recorded. All behavioral data was collected using Stoelting Any Maze behavioral tracking software (Wood Dale, IL).

### Immunohistochemistry

Hemibrains were fixed in 4% paraformaldehyde (PFA) and stored in 30% sucrose. Fixed hemibrains were sectioned (40 µm) using a vibratome, and then processed using standard protocols [13]. Every eighth section was immunostained using antibodies directed against Aβ (plus antigen retrieval: (5 minutes, 99% formic acid) or hyperphosphorylated tau (AT8, AT180) using ABC Vector Elite and diaminobenzidine kits (Vector Laboratories, Burlingame, CA). All antisera (sources and dilutions) employed are listed in Table S1. Immunohistochemical results were quantified using two different methods by a researcher blinded to the experimental conditions. Firstly, Aβ immunoreactivity was determined by the immunohistochemistry load technique [13]. Load values were determined from selected 420 µm×330 µm fields of immunolabeled sections that were captured and digitized using a video capture system: black and white CCD camera coupled to an Olympus Optical (Tokyo, Japan) BX40 upright microscope. Using NIH Image J (v.1.61), digital grayscale images were converted into binary positive/negative data using a constant threshold limit. Secondly, the numbers of Aβ deposits and AT8-immunoreactive neurons were quantified, as described previously [13].

### Beta- and gamma-secretase assays

Tissue beta- or gamma-secretase enzymatic activity was measured in vehicle-treated or AMI-treated mice using specific fluorometric assay kits (beta-secretase – FP002; gamma secretase – FP003) obtained from R&D Systems (Minneapolis MN, USA). Assays were performed using tissue homogenates (final protein concentration of 1 mg/mL) created using the supplied specific extraction buffer, according to the manufacturers instructions. The assays employ secretase-specific substrate peptides conjugated to the fluorescent reporter molecule EDANS ((5-((2-aminoethyl)amino)naphthalene-1-sulfonic acid) and the molecular quenching agent DABCYL (4-(dimethylaminoazo)benzene-4-carboxylic acid). Cleavage of the substrate peptides relieves the DABCYL-mediated fluorescent quenching of the EDANS moiety, therefore levels of secretase activity (per unit tissue protein) are proportional to the generated fluorescence, measured using a Molecular Devices Spectramax 384-Plus plate reader (Molecular Devices Corporation, Sunnyvale CA).

### Western blotting

Hippocampus and cortex tissue was fractionated using the Qproteome™ Cell Compartment kit, according to the manufacturer's instructions (Qiagen, Valencia CA). All protein extracts were quantified using BCA reagent (ThermoScientific, Rockford IL) before resolution with SDS-PAGE and electrotransfer to PVDF membranes (Perkin Elmer, Waltham MA). Membranes were blocked for western blots, as described previously [10] and primary antibody immune-reactive complexes were identified using alkaline phosphatase-conjugated secondary antisera (Sigma Aldrich) with enzyme-linked chemifluorescence (GE Healthcare, Piscataway NJ) and quantified with a Typhoon 9410 phosphorimager.

### Cell culture and treatment

Dissociated hippocampal and cortical neuron cultures were seeded in poly-D-lysine-coated plates and grown in Neurobasal medium (Invitrogen, Carlsbad CA), and supplemented with B27 (Invitrogen) and 0.5 mM glutamine. Following 7, and in some cases 21, days of maturation, cells were treated with AMI for 3 days, and control cells received phosphate-buffered saline (PBS) vehicle. Cells were then scraped into an NP40-based lysis buffer (250 mM NaCl, 5 mM HEPES, 10% Glycerol, 0.5% NP40, 0.5% Triton-X 100, 2 mM EDTA, protease inhibitors), agitated for 40 minutes at 4°C, and then centrifuged at 14000 rpm/4°C for 15 minutes. Supernatant protein lysates were normalized (1 mg/ml) before western blotting procedures (see above). For acute AMI-stimulation experiments, hippocampal/cortical cells were incubated for 40 minutes in artificial cerebrospinal fluid before AMI exposure (for the time period indicated). After stimulation, cell monolayers were lysed in the NP40-based lysis buffer and prepared for western blotting. Hippocampal and cortical cells for confocal microscopy were seeded in eight well chamber slides (ThermoFisher, Rochester NY). Ten days following seeding, cells were treated with AMI for 3 days. For immunostaining, neurobasal growth media was aspirated and monolayers were washed with PBS and fixed in ice-cold 4% PFA for 20 minutes. Cell monolayers were washed twice with PBS, and then incubated in permeabilization buffer (Tris-buffered saline, 10% goat serum, 0.1% Triton-X 100, 30 minutes). After permeabilization, monolayers were incubated with anti-MAP2 sera. Cells were then incubated with a 1∶2000 dilution of a rhodamine-conjugated anti-mouse antibody for 1 hour at room temperature. Monolayers were washed with PBS between primary and secondary antibody incubations, and also before visualization. For neuronal progenitor cell preparation [14], C57/BL6 embryonic day 14 (E14) pups were employed. Progenitor cells were seeded into poly-L-lysine-coated 6 well plates. Cells were then maintained in DMEM supplemented with B27 supplement (Invitrogen), 25 ng/mL fibroblast growth factor and 25 ng/mL epidermal growth factor. Cells were treated with AMI (10–20 nM), 10 ng/mL brain-derived neurotrophic factor (BDNF) or PBS (vehicle control) for 2 weeks. Cells were then lysed (8% SDS, 125 mM Tris-HCl, pH 7.4) sonicated, and centrifuged (14000 rpm, 10 minutes), before protein concentration determination and normalization (1 mg/mL). All experiments were carried out in triplicate.

### Immunoprecipitation

Primary cortical and hippocampal cells were treated with AMI for the specified time period/dose and subsequently lysed in an ice-cold RIPA buffer. Lysates were agitated for 20 minutes at 4°C before centrifugal clarification (14000 rpm/10 minutes/4°C). Normalized supernatant protein lysates were pre-cleared using protein A/G pre-conjugated agarose beads (EMD Chemicals, Gibbstown NJ). PY20 (anti-phosphotyrosine) pre-conjugated sera (Santa Cruz Biotechnology, Santa Cruz CA) was then added to pre-cleared supernatants with agitation at 4°C. Immunoprecipitates were collected via centrifugation, washed in RIPA buffer and proteins were eluted in 30 µL Laemmli (8% SDS) buffer. Samples were then processed for western blotting. For tissue immunoprecipitations, plasma membrane fractions obtained with Qproteome™ fractionation were normalized, pre-cleared, incubated with anti-PY20 and processed further as described previously [15].

### RNA extraction and microarray analysis

RNA isolation, subsequent cDNA generation, labeling and hybridization to Illumina Sentrix Mouse Ref-8 Expression BeadChips (Illumina, San Diego, CA) was carried out as previously described [15]. Arrays were scanned using an Illumina BeadStation Genetic Analysis Systems scanner and the image data extracted using the Illumina BeadStudio v.3.0. We have deposited the raw transcriptomic data in this manuscript at GEO/ArrayExpress under accession number GSE26836, we can confirm all details are MIAME compliant.

### Bioinformatic analysis

Microarray data were analyzed using DIANE 6.0. Raw microarray data were subjected to filtering and *z* normalization and tested for significant changes, as described previously [15]. 

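In a principal component analysis of the tested probes of each tissue, the first component held 49.2% of the variance between the 6 hippocampal arrays and the second 19.8%. Along the first component, AMI replicate 1 (-0.60) and vehicle replicate 1 (-0.53) lay apart from the other 4 hippocampal arrays, which scored between 0.15 and 0.37, so that this component did not separate the treatments. Among the cortical arrays the first component held 43.3% of the variance and the second 24.6%, and vehicle replicate 3 (-0.62) lay on the side of AMI replicates 1 (-0.17) and 3 (-0.35). The lowest Pearson correlation between the log2 signals of 2 arrays of one group was 0.979, between cortical arrays of vehicle-treated mice.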

Sample quality (in triplicate) was analyzed by principal component analysis and then genes were filtered with a z-ratio cut-off at ±1.5 with an associated false discovery rate <0.3 with a statistical probability (*p*) value≤0.05. These data were further analyzed using ANOVA with significance set at *p*≤0.05. After identifying individual genes that were significantly regulated by AMI treatment, genesets were analyzed using: signaling pathway analysis (pathways defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/); MSigDB-Parametric Geneset Enrichment analysis (PAGE: (http://www.broadinstitute.org/gsea/msigdb/index.jsp) and scientific abstract latent semantic indexing using GeneIndexer (https://computablegenomix.com/geneindexer). GeneIndexer correlates the strength of association between specific factors (*e.g.* genes or proteins) in a dataset with a user-defined interrogation term [12]. GeneIndexer employs a 2010 murine or human database of over 1×10^6^ scientific abstracts to perform text-gene/protein correlation analysis. LSI facilitates the specific textual interrogation of an input dataset with a specific term, *i.e.* Alzheimer's disease, to ascertain which of the input dataset genes are explicitly associated with the interrogation term. Using LSI algorithms, not only is the direct interrogation term used to analyze the input dataset but also closely correlated additional terms, implicitly associated with the user-defined interrogation term, are also employed in the search patterns. A latent semantic indexing correlation score indicates the strength of association of the interrogation term and the specific genes in the dataset. A highly relevant gene-term correlation yields a large number of explicitly/implicitly associated genes with high LSI correlation scores. Therefore, a strong correlation between the genes in a dataset and a specific user-defined interrogation term yields a large number of correlated genes with high LSI correlation scores.

For the functional clustering of genes into KEGG pathways, using WebGestalt [10], we used a cutoff of ≥2 genes per KEGG pathway at a *p* value of ≤0.05. To assess the degree of KEGG pathways population, a ‘hybrid’ scoring system was used: hybrid score = gene-set enrichment (R)×−log_10_ of the probability (p) of that enrichment. Similar criteria (n≥2 genes per PAGE collection, p≤0.05) were used for the clustering of genes into the MSigDB gene collections. The resultant PAGE z-score is calculated from the individual z-ratios of each experimentally identified gene that populates the specific collection. GeneIndexer genes were only considered to implicitly correlate with the user-defined interrogation term that possessed a latent semantic indexing correlation of ≥0.1.

### Statistical Analysis

For statistical analysis, a non-paired two-way Student's t-test was applied using GraphPad Prism v. 5.0. Statistical significance was considered from p≤0.001 to p≤0.05.

## Results

### AMI alters Aβ and tau deposition

3×TgAD mice received AMI-hydrochloride for 4 months in their drinking water. Compared to vehicle-treated mice, AMI treatment significantly increased Aβ plaque load in the global hippocampus (Figure 1A:p = 0.0048), subiculum (Figure 1B):p = 0.045, CA1 (Figure 1C:p = 0.001) and amygdala (Figure 1D:p = 0.036). AMI-treatment also significantly increased (p = 0.00098) tau paired helical filaments (PHFs) (Figure 1F), detected using the specific AT8 antisera. We assessed β- or γ-secretase activity in AMI or vehicle-treated animal hippocampus or cortex and detected no significant activity difference in either group (Figure S1). As Aβ plaques, as entities in themselves, may have a variable association with cognitive decline [16], we compared the effect of AMI upon the Aβ dimer to monomer ratio. Using hippocampal subcellular compartmentalization, we found that the AMI-increased Aβ present in the cytoplasmic fraction was of the non-toxic monomeric form, whereas the vehicle-treated group contained almost no monomer (Figure 1G). Both dimeric and monomeric Aβ were noted in the vehicle- and AMI-treated mice insoluble hippocampal compartment. AMI treatment caused a significant increase in monomeric Aβ and a decrease in dimeric Aβ (Figure 1G:p = 0.03). In contrast to hippocampal Aβ expression, only dimeric Aβ was found in the cytoplasmic fraction of cortical extracts (Figure 1H). AMI-treatment significantly reduced cortical cytoplasmic Aβ dimer levels (Figure 1H:p = 0.046). AMI also significantly increased insoluble cortical monomeric Aβ (Figure 1H:p = 0.01). A trend for AMI-mediated decrease in insoluble cortical dimeric Aβ (Figure 1H) was also observed. We also investigated AMI-mediated changes in the microtubule protein tau. PHFs are large complexes of phosphorylated tau [17]. We used standardized ultracentrifugation protocols to investigate AMI effects upon hippocampal tau disposition. Ultracentrifugal supernatants, containing the soluble fraction, were exposed to a ‘total’ tau antibody demonstrating that AMI-treated extracts contained significantly less soluble tau protein (Figure 1I). Using the AT180 anti-tau sera, that recognizes the hyperphosphorylated tau PHF parts of neurofibrillary tangles, we found that AMI-treatment reduced this immunoreactivity in the hippocampus of the 3×TgAD mice (Figure 1J). This suggests that most of the tau present is in the form of PHFs, which are associated with large insoluble inert tangles and are less toxic to the cell than more soluble forms of this complex [18].

**Figure 1:**
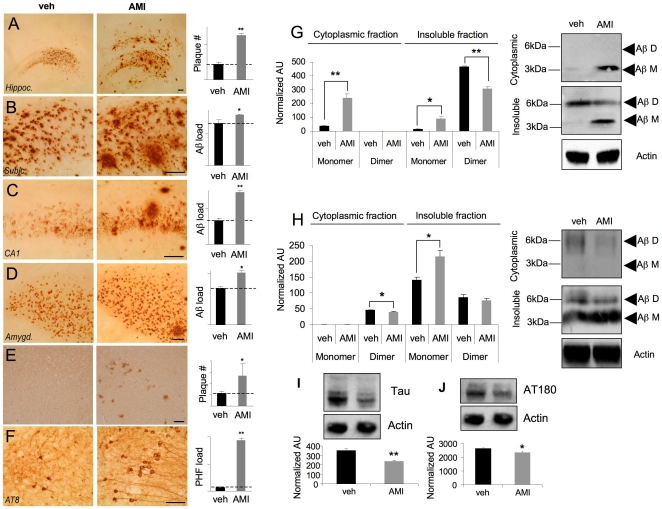
AMI affects Aβ and tau in aged 3×TgAD mice. Vehicle (veh)- and AMI-treated Aβ expression in 3×TgAD hippocampus (A), frontal cortex subiculum (B), CA1 region (C), and amygdala (D). (E) AMI/veh effects on Aβ load in the frontal cortex. (F) AMI/veh effects on hippocampal PHF load. Histograms depict relative quantification of associated panels (A–F). AMI effects on hippocampal (G) or cortical (H) Aβ disposition. (I) AMI/veh effects upon total soluble hippocampal tau levels. (J) AMI/veh effects upon soluble phosphorylated PHF tau. For this and subsequent analyses, values in histograms represent mean ± SEM (n = 6), *p<0.05, ** p<0.01, ***p<0.001.

### AMI affects expression of multiple neurosynaptic signaling proteins

AMI treatment resulted in significant increases in hippocampal tissue expression of both pre-synaptic (synaptophysin, synapsin I: Figure 2A–B) and post-synaptic (post-synaptic density protein 95 (PSD95), spinophilin: Figure 2C–D) proteins. Acute AMI treatment of isolated murine hippocampal neurons (7 days in culture) also resulted in increased PSD95 and synapsin I (Figure 2E–F) expression. In addition we also demonstrated that similar AMI-mediated effects upon synapsin I and PSD95 expression occurred in primary hippocampal cells after an extended period (21 days) of *in vitro* culture (Figure S2A, B). In murine cortical tissues, minimal changes or small decreases in synaptophysin, synapsin I or PSD-95 (Figure 2G–I) were noted with AMI-treatment, and a modest increase was observed for spinophilin (Figure 2J). Primary murine cortical neurons (7 days in culture) were also responsive to *in vitro* AMI treatment through an increase in synaptic marker proteins (Figure 2K, L). Similar effects of AMI upon cortical PDS95 and synapsin I expression were observed in extended *in vitro* culture (21 days) primary cortical cells (Figure S2C, D). AMI also potentiated hippocampal tissue BDNF, but not NGF levels (Figure 2M,N). AMI significantly increased (p = 0.0036) the phosphotyrosine content of immunoprecipitated hippocampal TrkB (Figure 2O). No changes in cortical/hippocampal TrkA or B receptor levels were seen with AMI treatment (data not shown). AMI also increased hippocampal Akt-1 activity (phospho-Ser473:Figure 2P). AMI did not alter cortical BDNF or NGF expression (Figure 2Q–R). AMI potentiated cortical TrkB phosphotyrosine content (Figure 2S), without elevation of Akt-1 activity (Figure 2T). We assessed the *in vitro* effects of AMI upon these neuroprotective mechanisms with primary murine hippocampal and cortical neurons. Acute AMI stimulation increased TrkB phosphotyrosine content (Figure 2U,V) and activated Akt-1 (Figure 2W,X) in hippocampal and cortical neurons (7 days in culture). These acute effects of AMI stimulation upon TrkB and Akt-1 were also repeated in primary hippocampal and cortical neurons pre-cultured for an extended period as well (21 days: Figure S2 E, F-hippocampus; G, H-cortex). These multiple neurosynaptic effects of AMI indicate an ability to regulate TrkB receptors and stimulate pro-survival/neurotrophic pathways *in vivo* and *in vitro*. Therefore, we subsequently assessed whether AMI could exert pro-cognitive beneficial effects in these aged AD mice.

**Figure 2:**
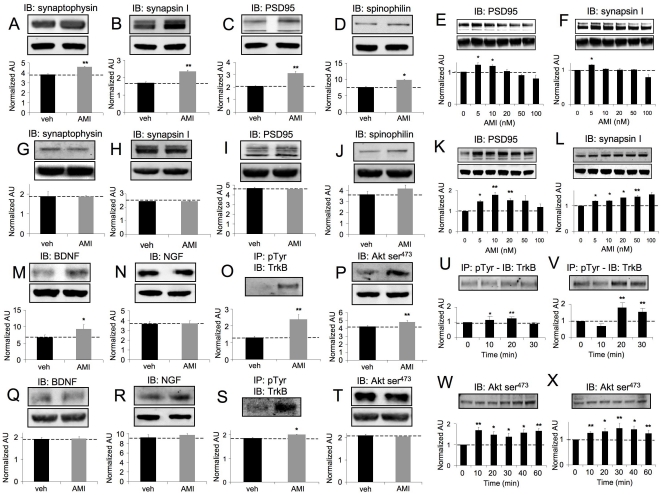
AMI alteration of various synaptic factors. AMI and vehicle (veh)-mediated effects upon hippocampal expression of (A) synaptophysin, (B) synapsin I, (C) PSD95 and (D) spinophilin. AMI effects on PSD95 (E) and synapsin I (F) expression in primary hippocampal cells. AMI/veh-mediated effects upon cortical expression of (G) synaptophysin, (H) synapsin I, (I) PSD95 and (J) spinophilin. AMI effects on PSD95 (K) and synapsin I (L) expression in primary cortical cells. AMI modulation of hippocampal BDNF (M), NGF (M) levels, TrkB tyrosine phosphorylation (O) and Akt-serine (Ser)-473 phosphorylation (P). AMI effects upon TrkB tyrosine phosphorylation in primary hippocampal (U) or cortical neurons (V). AMI regulation of cortical BDNF (Q) or NGF (R) levels, TrkB tyrosine phosphorylation (S) and Akt-1 Ser-473 phosphorylation (T). AMI effects upon Akt-1 Ser-473 phosphorylation in primary hippocampal (W) or cortical neurons (X). Western band intensities were quantified as actin-normalized arbitrary absorbance units (AU).

### AMI significantly improves spatial learning and memory in aged and cognitively-impaired 3×TgAD mice

The effects of AMI treatment upon the cognitive capacity of the aged and cognitively-impaired 3×TgAD was assessed using the standard Morris Water Maze (MWM: Figure 3A). As our treatment is specifically targeted to the amelioration of the specific pathological Alzheimer's cognitive condition, we focused our study on the drug effects in symptomatic transgenic 3×TgAD mice. In addition, as wild-type and 3×TgAD mice demonstrate significant neurosynaptic differences [10], comparison of drug responses between the two may lead to erroneous conclusions regarding drug mechanisms and efficacy. In Figures 3B and 3C it is clear that the control (vehicle-treated) 3×TgAD mice are cognitively impaired as they did not demonstrate a typical reduction in escape latency time across the four platform trials on the first trial day (Figure 3B), or any reduction in time to find the escape platform on subsequent days of MWM training (Figure 3C). AMI-treated mice demonstrated a progressive MWM escape latency reduction over successive trials in their first day of training. The AMI-treated 3×TgAD mice demonstrated a significantly reduced escape latency by the third trial on their first day of MWM training (Figure 3B). Upon repetition of the MWM training over successive days it was clear that AMI treatment greatly enhanced the ability of the 3×TgAD mice to learn the maze task (Figure 3C). Even on the first complete day of MWM testing, AMI-treated mice demonstrated a significantly reduced basal escape latency (averaged across the four trials per day per mouse), compared to vehicle-treated 3×TgAD mice (Figure 3C:p = 0.0197). On each successive trial day the AMI-treated mice demonstrated a progressive reduction in the time to reach the escape platform. Removal of the hidden platform, creating a classical MWM probe trial, demonstrated that AMI-treated mice effectively retained the memory of the platform position after 4 hrs, 24 hrs and even 2 wks post platform testing (Figure 3C, shaded area). The probe-trial search pattern, indicated by time spent in the relevant quadrant zone during the probe trial, of vehicle-treated 3×TgAD mice was random (≤25%), whereas that of AMI-treated 3×TgAD mice was more specific (≥50%: Figure 3D). The number of platform zone entries of AMI-treated 3×TgAD mice during the probe trial was significantly greater than that for the vehicle-treated group at each time point (Figure 3E). We also employed an additional test of memory-related cognitive function, *i.e.* the novel object preference (NOP) test (Figure 3F). AMI-treated animals demonstrated a significantly greater preference for interaction with the novel object than the 3×TgAD vehicle-treated mice (Figure 3G:p = 0.00066). Thus, our findings from the NOP test confirmed our findings from the MWM, in that AMI was able to effectively rescue the cognitive impairment of the aged 3×TgAD mice. It is however known that the MWM test can cause increased anxiety in mice, particularly the 3×TgAD strain [11]. Improved MWM performance therefore may be due to an anxiolytic effect that can be induced by TCAs such as AMI. To investigate whether the AMI-enhanced MWM performance was anxiolytically-based, we performed open field and elevated plus maze testing. No difference in any of the open field (schematically represented in Figure 3H) measurement indices between AMI- or vehicle-treated 3×TgAD mice were noted (Figure 3I–M). Any significant anxiolytic action of AMI would likely affect one or more of these parameters. Additionally, no significant anxiolytic effects in AMI-treated 3×TgAD animals was observed in the elevated plus maze (schematically represented in Figure 3N) test (Figure 3O), again suggesting that pro-cognitive AMI actions may lie outside typical antidepressant/mood stabilization effects, and may be more associated with neurotrophic functions.

**Figure 3:**
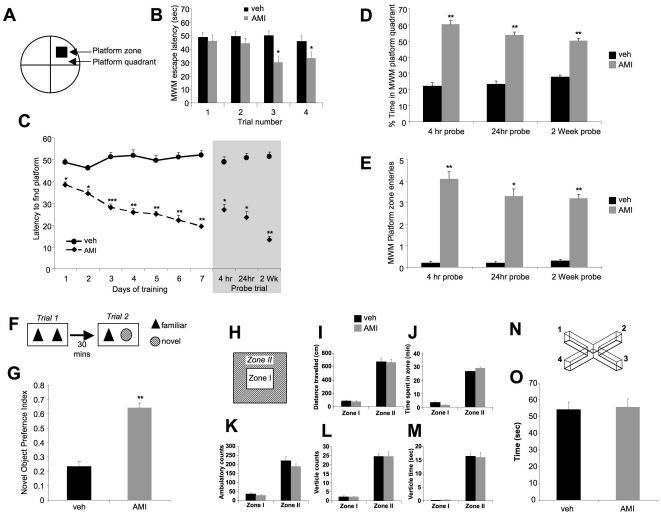
AMI improves learning and memory in 3×TgAD mice. (A) Morris water maze (MWM) used. (B) AMI/veh effects upon day 1 platform escape latency. (C) AMI/veh effects upon MWM platform acquisition measured by escape latency in seconds. Grey panel indicates 3 time points after the seventh day of MWM testing for the probe trial, as described in *Methods*. (D) AMI effects upon time spent in MWM platform quadrant during 3 probe trial time periods after MWM acquisition. (E) AMI effects upon number of platform traverses during the 3 probe trial time periods after MWM acquisition. (F) Novel object preference (NOP) protocol. (G) AMI/veh effects upon 3×TgAD NOP index. (H) Open field test employed. AMI/veh or effects on open field performance: distance traveled (I); time spent in specific zone (J); total ambulatory activity counts (K); vertical activity counts (L) and total vertical activity time (M). (N) Elevated plus maze employed (arms 1 and 3 = dark). (O) AMI effects upon total time spent in open arms 2 and 4.

### AMI activates genomic transcription patterns related to neurotrophic rather than antidepressant actions

To assess, in an unbiased manner, the potential molecular mechanisms mediating the pro-cognitive actions of AMI we performed transcriptional analysis of treated versus control hippocampal and cortical tissues. 

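RNA was taken from the hippocampus and the cortex of 3×TgAD mice that received AMI (100 µg per g of body weight) or vehicle for 4 months, from the age of 14 to 18 months. Each tissue is represented by 3 AMI and 3 vehicle arrays, 1 array per sample. The authors deposited the mean bead signal of each of 25697 probes on a linear scale, as an intensity that was neither normalized nor corrected for background, and a detection p-value for each probe and array. The deposited tables include no z scores, z ratios or p-values of a comparison, so these were computed from the signals. A detection p of 0.05 or less was reached by 12809 to 13280 probes per hippocampal array and by 12588 to 13046 per cortical array. The median signal of detected probes was 3.16 to 5.98 times that of probes with a detection p far above 0.05 on the same array. Probes in between were left out, so this is not a ratio to all undetected probes. Log2 signals were z-normalized within each array, as the paper's methods state, and returned to a log2 scale with the mean SD of the arrays, so that a value of 0 is the mean of the array. Probes detected on at least 3 of the 6 arrays of a tissue were tested with limma, and p-values were adjusted with the Benjamini-Hochberg method. The z ratio of a probe is the difference of its group means divided by the SD of that difference over all probes. An exact permutation test of 3 arrays against 3 cannot give a p under 0.1, which is reached when the groups do not overlap. The number of arrays limits the precision of every value, and the positions of probes are those of the array annotation, whose genome build is not named.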

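Of 13163 probes tested in the hippocampus (9940 genes), none reached an adjusted p under 0.05 with limma, and the smallest adjusted p was 0.715. In the cortex 12944 probes (9802 genes) were tested, none reached that threshold, and the smallest adjusted p was 0.153. At an unadjusted p under 0.05 there were 297 genes in the hippocampus and 738 in the cortex, or 2.35% and 6.28% of the tested probes. By the methods' t-test, no gene passed an adjusted p of 0.05 in either tissue. With the paper's cutoffs for z ratio, p and false discovery rate, 0 genes passed in the hippocampus and 3 in the cortex, Rps15a, Atp8a1 and Ccng2, the last 2 of which are named here after their values were seen. The z ratio and p cutoffs without the false discovery rate gave 297 genes in the hippocampus (186 higher and 111 lower after AMI) and 738 in the cortex (510 with a higher and 233 with a lower probe). The balance of directions depended on the scaling in both tissues, with 262 higher and 292 lower in the hippocampus and 376 and 422 in the cortex after quantile normalization, and 52 and 19 and 359 and 40 after median centring. These counts also depended on single arrays: 894 in the hippocampus without AMI replicate 1, 176 without AMI replicate 3 and 190 without vehicle replicate 2, and 1696 in the cortex without vehicle replicate 3, 353 without vehicle replicate 2 and 363 without AMI replicate 1. The groups did not overlap for 7.89% of the tested probes in the hippocampus and 12.2% in the cortex, where chance gives 10%. The alternative that moved the cortical count by the paper's cutoffs most was array weights, with 1562 genes, and without vehicle replicate 3 it was 1512. In the hippocampus array weights gave 24 genes. With the replicate number as a block, 1 gene passed in the hippocampus and 5 in the cortex, and without the false discovery rate the hippocampal count rose from 297 to 1006.

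**Figure D1:**
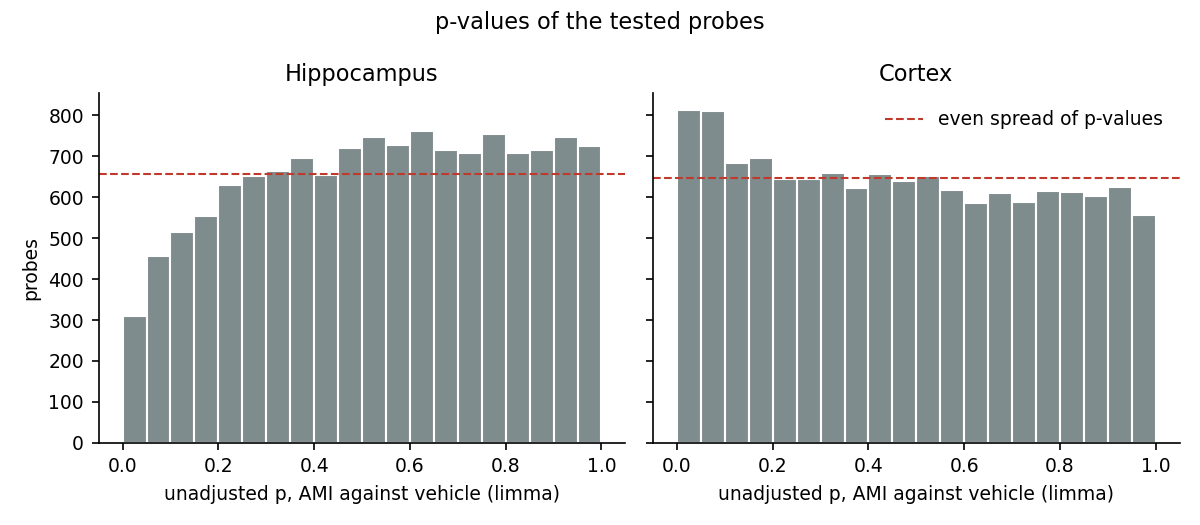
Number of tested probes per interval of 0.05 of the unadjusted p from limma, AMI against vehicle, in the hippocampus and the cortex; the dashed line is the number that an even spread of p-values gives. The lowest interval holds 309 probes against 658.15 in the hippocampus and 813 against 647.2 in the cortex.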

AMI-treatment, compared to vehicle control, significantly altered transcription of 223 (Table S2) and 149 (Table S3) genes in the hippocampus and cortex respectively. 

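No gene passed the paper's cutoffs in both tissues, since none passed in the hippocampus. By z ratio and p alone, 25 of the genes tested in both tissues passed in both, against 21.7 that chance gives (Fisher's exact test, one-sided, p = 0.256). Of these 25 genes, 11 were higher and 6 lower after AMI in both tissues, and 8 moved in opposite directions. This count depended on single arrays: without hippocampal AMI replicate 1 it was 110 against 67.1 by chance (p = 6.70e-08 in the same exact test), and without cortical vehicle replicate 3 it was 59 against 49.7 (exact p = 0.0846). It was 15 without hippocampal AMI replicate 3 and 15 without hippocampal vehicle replicate 2, and 16 without cortical AMI replicate 1 and 16 without cortical vehicle replicate 2. The small exact p without hippocampal AMI replicate 1 is not evidence of a shared response to AMI. Vehicle replicate 1, which lay beside it on the first component (-0.53 and -0.60), then stays among the vehicle arrays. The exact test also takes genes as independent. By the methods' t-test without the false discovery rate, 14 genes were shared, against 14.8 by chance. With the replicate block, 1 gene was shared by the paper's cutoffs (Fisher's exact test, one-sided, p = 5.28e-04), and with array weights 6 were, against 3.88 by chance (p = 0.180 in the same exact test). Across the 12430 probes tested in both tissues, the log2 fold changes in hippocampus and cortex had a Pearson correlation of 0.113 and a Spearman correlation of 0.0991; probes are not independent replicates. The paper's tables list 9 genes in both tissues, and those 9 are its common transcripts.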

A small overlap of significantly regulated genes between the two tissues was noted (Figure 4A). Of the common transcripts, 3 were upregulated, annexin A3 (*Anxa3*), solute carrier family 30 (zinc transporter) member 5 (*Slc30a5*) and N-myc downstream regulated gene 4 (*Ndrg4*: Figure 4B). 

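Anxa3 (probe ILMN_1241171, chromosome 5) had a log2 signal above the array mean of 2.17 ± 0.07 (SD, n = 3) after AMI and 1.85 ± 0.22 (n = 3) after vehicle in the hippocampus, a log2 fold change of 0.33 (standard error 0.13, adjusted p = 1.00 from limma). The cortical values were 1.73 ± 0.17 and 1.19 ± 0.26, a log2 fold change of 0.54 (standard error 0.15, adjusted p = 0.756), and a second probe of Anxa3 (ILMN_3135781) rose by 0.75. The AMI and vehicle arrays did not overlap in either tissue for the first probe. Slc30a5 (ILMN_1221208, chromosome 13) had a log2 fold change of 0.13 (standard error 0.10, adjusted p = 1.00) in the hippocampus, where the groups overlapped, and 0.18 (standard error 0.08, adjusted p = 0.784) in the cortex, where they did not. Its other probe (ILMN_2614778) gave 0.22 and 0.23, and its groups did not overlap in either tissue. Ndrg4 (ILMN_2751854, chromosome 8) rose by 0.30 (standard error 0.11, adjusted p = 1.00) in the hippocampus and by 0.25 (standard error 0.09, adjusted p = 0.756) in the cortex, and its groups did not overlap in either tissue. With each array left out in turn, the fold changes of these 3 genes stayed above 0 in both tissues.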

The 4 common downregulated transcripts were: ribosomal protein S15a (*Rps15a*), seizure related 6 homolog like 2 (*Sez6l2*), centrosomal protein 110 kDa (*Cep110*) and transmembrane channel-like gene family 7 (*Tmc7*). 

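Rps15a (ILMN_2717621, chromosome 7, positions 125247949 to 125247998) had a log2 signal of 1.14 ± 0.17 (SD, n = 3) after AMI and 2.39 ± 0.46 (n = 3) after vehicle in the hippocampus, a log2 fold change of -1.25 (standard error 0.21, adjusted p = 1.00 from limma). In the cortex it was 1.05 ± 0.03 after AMI and 2.50 ± 0.38 after vehicle, a log2 fold change of -1.45 (standard error 0.17, adjusted p = 0.153), which was the smallest adjusted p of that tissue. Tmc7 (ILMN_2501267, cytoband 7qF2) fell by 0.61 (standard error 0.12, adjusted p = 1.00) in the hippocampus and by 0.39 (standard error 0.12, adjusted p = 0.756) in the cortex. For both genes all AMI arrays lay below all vehicle arrays in both tissues, and the decrease held with each array left out. Sez6l2 (ILMN_2811861, chromosome 7) fell by 0.22 (standard error 0.11, adjusted p = 1.00) and by 0.32 (standard error 0.11, adjusted p = 0.756), but a second detected probe (ILMN_2647218) gave -0.13 in the hippocampus and 0.02 in the cortex, with overlapping groups. The array annotation and Tables S2 and S3 list the third transcript as 6330503K22Rik, with 2 detected probes that lie next to each other on chromosome 7. The probe with the higher mean signal (ILMN_1228426, positions 125880160 to 125880209) did not change, with log2 fold changes of -0.07 (standard error 0.13) in the hippocampus and 0.02 (standard error 0.09) in the cortex, both smaller than the spread between replicates. The other (ILMN_3006575, positions 125880065 to 125880114) had log2 fold changes of -1.28 (adjusted p = 0.715) and -0.97 (adjusted p = 0.756), with the AMI arrays below the vehicle arrays in both tissues.

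**Figure D2:**
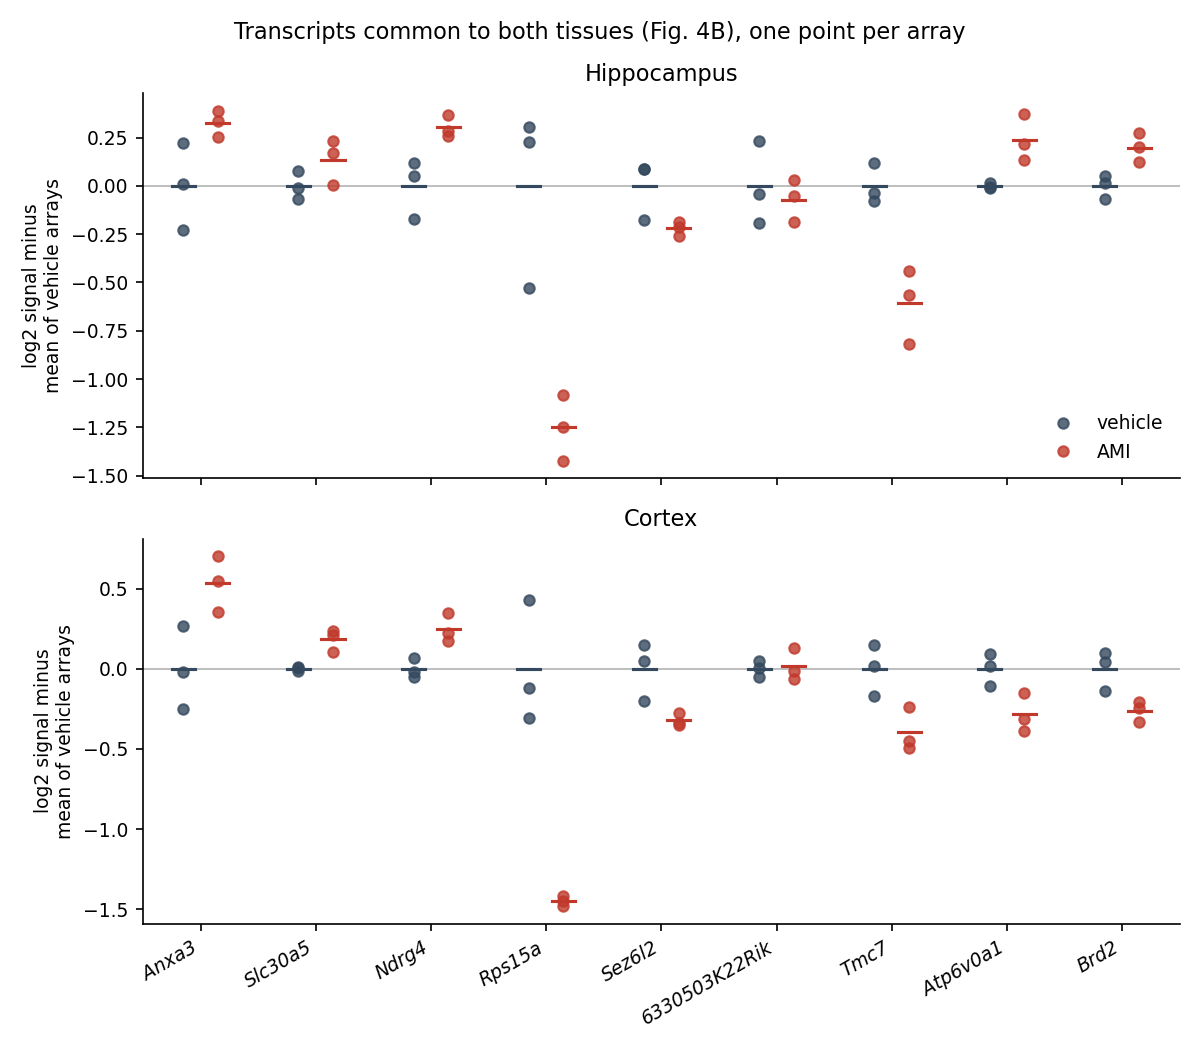
Log2 signal of each array minus the mean of the vehicle arrays of its tissue, for the 9 transcripts of Fig. 4B (for 6330503K22Rik the probe with the higher mean signal); points are arrays (3 AMI, 3 vehicle per tissue) and bars are group means. Rps15a lies between -1.42 and -1.08 after AMI in the hippocampus and between -1.48 and -1.42 in the cortex. For Brd2 the probe is ILMN_3154409 in the hippocampus and ILMN_2751505 in the cortex, so its points show different probes in each tissue.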

Only 2 common transcripts were differentially regulated, ATPase, H^+^ transporting, lysosomal V0 subunit A1 (*Atp6v0a1*) and bromodomain containing 2 (*Brd2*) were downregulated in the cortex and upregulated in the hippocampus by AMI treatment (Figure 4B). 

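Atp6v0a1 (ILMN_1247682) had a log2 signal of 5.05 ± 0.12 (SD, n = 3) after AMI and 4.81 ± 0.01 (n = 3) after vehicle in the hippocampus, a log2 fold change of 0.24 (standard error 0.10, adjusted p = 1.00 from limma). The cortical values were 4.62 ± 0.12 and 4.90 ± 0.10, a log2 fold change of -0.28 (standard error 0.10, adjusted p = 0.756). A second probe of Atp6v0a1 (ILMN_1256334) gave 0.17 and -0.20 with overlapping groups. Brd2 is read by 3 detected probes whose directions differ. The paper lists the transcript of ILMN_3154409 for the hippocampus and that of ILMN_2751505 and ILMN_2734848 for the cortex. Its opposite directions therefore compare different probes. In the hippocampus the probe ILMN_3154409 rose by 0.20 (standard error 0.10, adjusted p = 1.00), while ILMN_2751505 and ILMN_2734848 gave -0.11 and -0.09. In the cortex ILMN_2751505 fell by 0.26 (standard error 0.10, adjusted p = 0.756), ILMN_3154409 by 0.19 and ILMN_2734848 did not change (0.01). The difference between the tissues was tested as an interaction over 12430 probes in a limma fit of all 12 arrays. For the Atp6v0a1 probe ILMN_1247682 the log2 fold change in the hippocampus was above that in the cortex by 0.53 (standard error 0.14), and for the Brd2 probe ILMN_3154409 by 0.39 (standard error 0.21), with an adjusted p of 1.00 for each. No gene of the 12430 probes passed an adjusted p of 0.05 in that test with limma, and 367 genes had an unadjusted p under 0.05.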

To assess the AMI transcriptomic response patterns at an integrated, higher functional level, we subjected the significantly regulated genesets to unbiased computational signaling pathway analysis. AMI-regulated genesets were subjected to pathway enrichment analysis using the KEGG (Kyoto Encyclopedia of Genes and Genomes) database. 

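The KEGG gene sets themselves were not analysed here, and 3 gene families named in these pathways were read by gene symbol and tested as sets in the hippocampus with camera. The 54 detected genes of the cytosolic ribosome had a median log2 fold change of -0.09 after AMI, with 12 higher and the rest lower (adjusted p = 0.00111 from camera in limma, over 14 lists in 2 tissues). With median centring of the arrays in place of z normalization the median was 0.07, so that the direction of this family depended on the scaling. Without AMI replicate 2 or vehicle replicate 1 the median was 0.03 and 0.04. If replicate numbers pair the hippocampal arrays, which no label states, each of these fits leaves an array without its partner. By number, the mean log2 deviation of the list was 0.17 after AMI against 0.29 after vehicle, -0.26 against -0.11, and -0.06 against -0.02. The AMI array was the lower for each number. Whether the direction rests on single arrays stays open, since it reverses in these fits and the pairing is not established. The 35 proteasome genes had a median of -0.04 (0.07 with median centring; adjusted p = 0.577) and the 25 collagen, laminin and integrin genes a median of 0.01 (adjusted p = 0.899). None of these families passed with fry, which estimates the correlation between genes, where the adjusted p was 0.989 for each.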

KEGG database interrogation with the AMI-regulated hippocampal geneset resulted in the significant (p≤0.05) population of signaling pathways linked to cell signaling and neurosynaptic activity (*neurotrophin signaling*, *ErbB signaling*, *Toll-like receptor signaling*, *MAPK signaling*), protein metabolic pathways (*proteasome*, *lysosome*, *ribosome*) and cellular architecture pathways (*focal adhesion*, *ECM-receptor interaction*, *cell adhesion molecules*) (Figure 4C). 

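In the cortex the 54 detected genes of the cytosolic ribosome had a median log2 fold change of -0.07 (adjusted p = 0.0340 from camera in limma; 18 genes higher). The median was 0.03 after quantile normalization, 0.07 after median centring, 0.03 after neqc and 0.04 without vehicle replicate 1. The 34 proteasome genes had a median of 0.01, a mean of -0.01 and an adjusted p of 0.899. The 31 collagen, laminin and integrin genes had a median of -0.03 (adjusted p = 0.108; 0.0336 after quantile normalization, 0.00692 after median centring, 0.0348 after neqc and 0.0391 with detection on all 6 arrays), and with fry the adjusted p was 0.989 for all 3 families.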

KEGG database interrogation with the AMI-regulated cortical geneset resulted in the population of a similar cluster of signaling pathways compared to the hippocampus, however fewer cell signaling pathways were populated (6-hippocampus, 2-cortex: Figure 4D). The Molecular Signatures Database (MSigDB) contains interrogatable, curated gene collections that represent complex physiological experimental paradigms, as opposed to the more rigid signaling pathways of the KEGG database. Therefore, interrogation of the MSigDB may also assist analogy of the AMI effects with previously identified physiological paradigms. The significantly populated (p≤0.05) MSigDB geneset collections from the hippocampal (Figure 4E) or cortical (Figure 4F) AMI-regulated transcripts demonstrated a strong pro-cognitive therapeutic profile. In the hippocampus, AMI treatment resulted in the upregulation of a collection of genes shown to be downregulated in AD (*ALZHEIMERS_DISEASE_DN*), with a concomitant downregulation of genes typically upregulated in AD pathology (*ALZHEIMERS_DISEASE_UP*). In both of these gene collections, we identified the significant AMI-regulation of over 60% of the total number of base-set genes in each collection (Figure 4E). Interestingly, AMI was unable to reverse the presentation of genes related to a depressive phenotype (*ASTON_DEPRESSION_DN*). An effective reversal of AD-related pathology genes in cortical tissues was also seen in AMI-regulated MSigDB collections (Figure 4F). We also noted a strong AMI-mediated upregulation of neural stem cell activity (*STEM_CELL_UP*, *STEM_CELL_COMMON_UP*), changes in cell cycle (*CELL_CYCLE_ARREST*, *CELL_CYCLE*) and reversal of age-related genetic changes (*AGEING_BRAIN_DN*).

**Figure 4:**
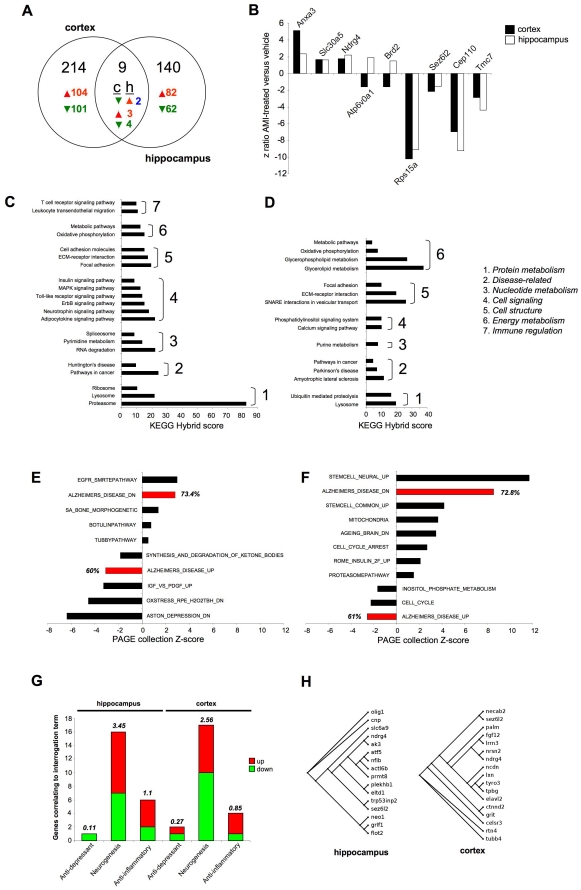
Hippocampal and cortical AMI genotropic actions. (A) Venn analysis of AMI-significantly-regulated transcripts in 3×TgAD cortex (c) and hippocampus (h) (red-upregulation: green-downregulation; blue-diverse regulation). (B) Commonly AMI-regulated genes and z-ratios (cortex-black: hippocampus-white). KEGG signaling pathway population, quantified as a ‘hybrid’ score (see *Methods*) by hippocampus (C) and cortex (D) AMI-regulated genes. (E) MSigDB PAGE collection population, quantified as aggregate z-score, by significant AMI-regulated hippocampal (E) or cortical (F) genesets (PAGE collections directly associated with AD-highlighted in red). Percentage gene population of PAGE collection by the input AMI-regulated geneset is indicated for each red histogram bar. (G) Latent semantic indexing (LSI) GeneIndexer term interrogation of significantly AMI-regulated hippocampal or cortical genes. Numbers of AMI-regulated genes implicitly correlating with the specific interrogation term are depicted by the size of the colored bars (red-upregulated: green-downregulated). Total LSI correlation score of all identified genes is indicated above each histogram bar. (H) Dendrogram association of AMI-regulated hippocampal/cortical neurogenesis-associated genes.

A potential mechanism by which AMI could enhance cognitive function, in the presence of increased classical AD pathology, could be a neuronal re-population of CNS regions via adult neurogenesis. New neurons could support or re-populate disrupted signaling networks to achieve cognitive enhancement. As we had seen a strong pro-neurotrophic effect in the protein expression, enhanced cognitive function and stem-cell related activity in the geneset analysis (with negligible antidepressant-like activity), we next assessed whether AMI-controlled genesets were more related to neurogenic actions than antidepressant activity. Using a latent semantic indexing (LSI) process (Computable Genomix, GeneIndexer), the correlation to curated scientific abstracts of input dataset genes with a user-defined interrogation term can be assessed. Using GeneIndexer interrogation we noted that considerably more AMI-regulated genes correlated with the ‘*neurogenesis*’ term, compared to the ‘*antidepressant*’ term in both hippocampal and cortical datasets. We also noted a strong geneset correlation to the term ‘*anti-inflammatory*’, a function previously associated with AMI [19]. 

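All 16 genes that Fig. 4H links to neurogenesis in the hippocampus were detected there, 9 with a higher and 7 with a lower signal after AMI, with log2 fold changes from -0.60 to 0.71. Of these 16 genes, 10 had an unadjusted p of 0.05 or less, 8 passed 0.05 when adjusted over the list alone, and 0 when adjusted over all genes with limma; the groups did not overlap for 15. All 17 genes of the cortical list were detected in the cortex, 7 higher and 10 lower, from -0.41 to 0.63. There 16 had an unadjusted p of 0.05 or less, 15 passed when adjusted over the list alone and 0 when adjusted over all genes, and the groups did not overlap for 16. Chance gives groups apart for 10% of genes, but the paper's tables list these genes as changed on these same arrays, so that share is not the one to expect, and none of the counts in the list's own tissue is independent evidence. In the other tissue, the hippocampal list had 2 genes with an unadjusted p of 0.05 or less and the cortical list 1, and none passed when adjusted over the list alone.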

Sixteen and seventeen AMI-regulated genes implicitly correlated with neurogenesis in the hippocampus and cortex respectively (Figure 4H). Despite a similar number of AMI-regulated neurogenesis-associated genes in each tissue, the accumulated LSI correlation score for all these genes was greater for the hippocampal (3.45) compared to the cortical set (2.56). These unbiased bioinformatic data analyses suggested that AMI could be exerting neurotrophic actions in the aged 3×TgAD mice, which we subsequently investigated.

### AMI promotes *in vitro* neuronal development and hippocampal adult neurogenesis

We next directly assessed, *in vitro* and *in vivo*, the potential structural neurotrophic actions of AMI. Application (72 hrs) of the Akt-1/Trk-stimulating AMI doses (10 nM) to primary mouse hippocampal or cortical neurons potentiated neurite formation and axonal growth, compared to vehicle-treated cells (Figure 5A). To assess *in vivo* neurotrophic actions of AMI, bromo-deoxyuridine (BrdU) or a vehicle control was administered intraperitoneally to 3×TgAD mice (control and AMI-treated), daily for 9 days. BrdU stably incorporates itself into DNA of newly dividing cells, acting as a marker of new cell development. 3×TgAD mice can display adult neurogenic behavior, but typically newly developed cells undergo apoptosis and are unable to develop into mature neurons. To ensure that any novel AMI-generated BrdU-positive cells were stable and mature, two months was allowed (with continued maintenance of vehicle or AMI application) to pass from initial BrdU injection to the time of tissue harvest. One of the primary CNS regions of adult neurogenesis is the hippocampus, with the dentate gyrus (DG) being one of the most important sub-regions. AMI treatment profoundly increased the number of BrdU positive cells in the DG, compared to vehicle-treated animals (Figure 5B). Additional hippocampal sub-regions, *i.e.* CA1-CA3 demonstrated only minimal levels of AMI-mediated neurogenesis compared to the DG (data not shown). Nearly all of the BrdU positive cells were co-immunoreactive to NeuN staining, indicating their mature neuronal status. Vehicle-treated animals presented no BrdU positive cells in any of the hippocampal regions. We also detected AMI-mediated elevation of expression of multiple hippocampal/cortical proteins associated with neurogenesis and neuronal growth/development [20]–[23], many of which we also identified using our transcriptomic analysis. 

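In the hippocampus the transcripts of Grlf1, Neo1 and Flot2 had log2 fold changes of 0.71 (standard error 0.21), 0.38 (standard error 0.11) and 0.20 (standard error 0.10), each with an adjusted p of 1.00 from limma. The log2 signal of Grlf1 (ILMN_2634349, chromosome 7) was 2.87 ± 0.29 (SD, n = 3) after AMI and 2.15 ± 0.39 (n = 3) after vehicle. In the cortex Rtn4 (ILMN_3140071, chromosome 11) rose by 0.63 (standard error 0.20) and Elavl2 (ILMN_3121717, chromosome 4) by 0.34 (standard error 0.11), each with an adjusted p of 0.756 from limma. All AMI arrays lay above all vehicle arrays for these 5 genes in the tissue named. The other detected probes of Flot2 gave 0.10 and 0.13 in the hippocampus, with overlapping groups. The other detected probes of Rtn4 rose by 0.57 and 0.31 in the cortex, and that of Elavl2 by 0.28. With the Ndrg4 transcript included, 3 of the 4 hippocampal and all 3 cortical genes passed an adjusted p of 0.05 over the list alone, and 0 over all genes in either tissue. Tables S2 and S3 list these genes as changed on the arrays analysed here, so neither the separate groups nor passing over the list alone is independent evidence.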

AMI induced a consistent potentiation of *Ndrg4* (Figure 5C), flotillin-2 (*Flot2*: Figure 5D), glucocorticoid receptor DNA binding factor 1 (*Grlf1*: Figure 5E) and neogenin-1 (*Neo1*: Figure 5F) hippocampal protein expression. AMI also potentiated cortical expression of *Ndrg4* (Figure 5G), reticulon-4 (*Rtn4*: Figure 5H) and embryonic lethal abnormal vision drosophila homolog-like 2 (*Elavl2*: Figure 5I). It appears therefore that AMI treatment was able to induce the creation of a stable cohort of new neurons in the symptomatic, aged 3×TgAD mice. We therefore next investigated whether AMI was able to directly control the development of cells to a neuronal lineage in an *in vitro* environment. To assess the neuronal developmental capacity of AMI treatment, either AMI or BDNF was applied to isolated murine neural progenitor (NP) cells for two weeks. AMI-treatment was able to significantly reduce expression of Sox2 (sex determining region Y-box 2), a marker of undifferentiated progenitors (Figure 5J), while simultaneously increasing the expression of mature neurosynaptic markers synapsin I (Figure 5K) and synaptophysin (Figure 5L). The effects of AMI closely mirrored those of BDNF upon the NP cells (Figure 5J–L) with respect to Sox2, synapsin I and synaptophysin expression, indicating a strong developmental-neurotrophic functionality to AMI activity.

**Figure 5:**
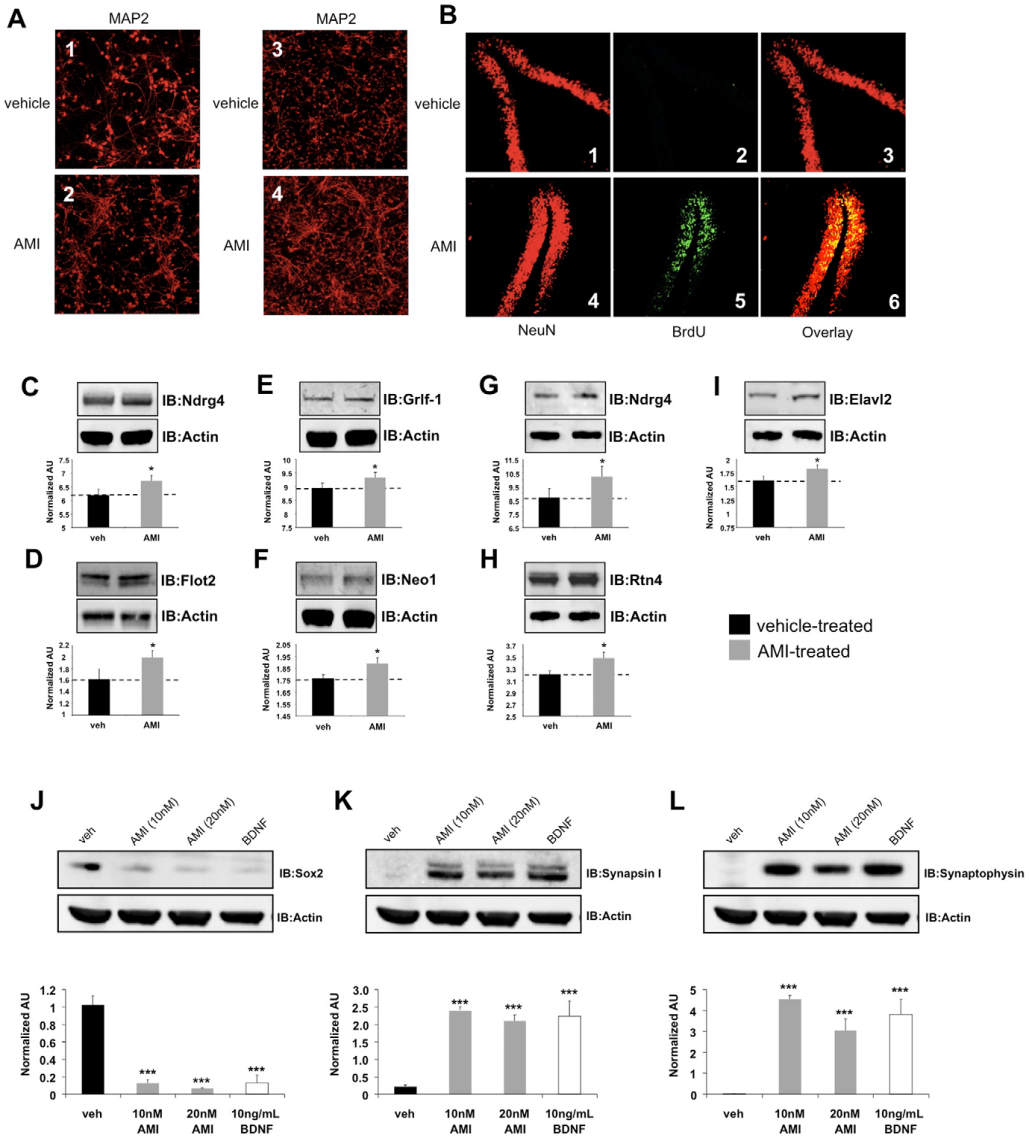
AMI activates neuronal developmental processes. (A) AMI (10 nM, 72 hrs) effect upon primary hippocampal (veh-treated, 1: AMI-treated, 2) and cortical (veh-treated, 3: AMI-treated, 4) cell morphology, indicated with anti-MAP2 immunoreactivity. (B) AMI/veh effects upon adult neurogenesis in hippocampal DG (veh: NeuN-1, BrdU-2, overlay-3; AMI: NeuN-4, BrdU-5, overlay-6). AMI-mediated alterations of hippocampal *Ndrg4* (C), *Flot2* (D), *Grlf1* (E) and *Neo1* (F) expression. AMI-mediated alterations of cortical *Ndrg4* (G), *Rtn4* (H) and *Elavl2* (I) expression. Western band intensities were quantified as actin-normalized arbitrary absorbance units (AU:n = 3 individual experiments per protein assessed). Two week treatment of murine neural progenitor cells with AMI (10–20 nM: grey bars) or BDNF (10 ng/mL: white bars) affects Sox2 (J), synapsin I (K) and synaptophysin (L) expression, compared to vehicle treated (black bars) cells. The associated histograms depict the mean ± SEM western band intensity (normalized AU) data from three independent experiments.

## Discussion

We have shown that AMI treatment in aged and cognitively-impaired 3×TgAD mice resulted in increases of potentially ‘non-toxic’ Aβ plaque load in both the hippocampus (Figure 1A) and the frontal cortex (Figure 1E), as well as increases in the hippocampal PHF load in 3×TgAD mice (Figure 1F). Despite the seemingly increased classical AD pathology, AMI-treated 3×TgAD mice showed significant increases in neurosynaptic protein expression and neurotrophin receptor/pro-survival kinase activity, enhancement of spatial learning and memory as well as adult hippocampal neurogenesis (Figures 2,3,5). Increased Aβ aggregation was not associated with increases in β- or γ-secretase enzyme activity (Figure S1). A possible explanation for this altered amyloid deposition may be linked to zinc-modulating factors such as the zinc transporter, *Slc30a5*. This transcript was elevated by AMI-treatment in both the hippocampus and cortex (Figure 4B). *Slc30a5*, also known as ZNT5, is associated with neuronal response mechanisms to elevated amyloid plaque load in AD [24]. ZNT5 expression is associated with Aβ plaques and facilitates translocation of cytoplasmic zinc ions into the Golgi apparatus [25]. ZNT5 may therefore participate in the AMI response (*i.e.* elevated plaque load) process in the 3×TgAD mice, by transporting cytoplasmic zinc ions into the Golgi apparatus and incorporating them into newly synthesized metalloproteins. The large Aβ histological plaques seen with AMI treatment may also be part of the therapeutic cognitive effects observed. Large insoluble plaques have been shown to be unreactive and relatively harmless to normal cell functioning [26]. The large Aβ plaques induced by AMI-treatment may also act as molecular sinks for any soluble dimeric Aβ. The majority of the Aβ in AMI-treated mice, in both hippocampal cytosolic and insoluble fractions, consisted of non-toxic monomer and very little toxic dimer (Figure 1G). Control (vehicle-treated) 3×TgAD animals however contained mainly toxic dimeric Aβ and little monomer. Aβ oligomers are considered highly cytotoxic, with dimers being the smallest form of toxic oligomers [26], [27]. The oligomeric assemblies of Aβ transiently arising in the path of fibrillization of several peptides and proteins associated with amyloid disease are typically seen as the primary or even sole cytotoxic species of amyloid [28]–[32]. Evidence also indicates that intermediate amyloid oligomer assemblies demonstrate a broad spectrum of abilities to impair cell physiology and viability, for example, AD-related neuroinflammation is more specifically associated to the presence of larger fibrillar Aβ [33], whereas smaller Aβ oligomers impair neuronal long-term potentiation [28], raise endoplasmic reticulum stress [34] and induce cell death following an aggregation state-specific uptake [35]. It is clear that there is an intricate and complex relationship between Aβ structure and neurophysiological outcomes. Hence, monomers of Aβ may even be neurotrophic and beneficial for neuronal survival [36]. The AMI-increased Aβ monomer levels could therefore constitute part of the observed DG neurogenesis (Figure 5B). In addition to AMI-mediated changes in Aβ, the increased PHF load seen with AMI may also contribute to its therapeutic action. Large insoluble PHFs, like large Aβ plaques, may also be unreactive and relatively benign, whereas soluble PHFs cause cellular dysfunction [18]. We found that AMI significantly reduced soluble and phosphorylated tau compared to the control group (Figure 1I, J). In accordance with these potentially therapeutic effects of AMI upon neurophysiology, AMI also elevated *in vivo* hippocampal TrkB tyrosine phosphorylation and downstream Akt-1 activation levels (Figure 2 O,P). Direct application of AMI to primary hippocampal cells recapitulated this effect, suggesting that AMI may directly activate the TrkB receptor. Recent reports have also suggested that AMI may possess a direct neurotrophin-like action, independent of the cognate ligands for Trk family receptors [6]. We also found that AMI also potentiated hippocampal BDNF tissue levels, suggesting a potential ‘rejuvenation’ of the 3×TgAD hippocampus, as reductions in BDNF have been associated with increasing age [37]. Supporting this posit is our demonstration of AMI-mediated stable DG neurogenesis (Figure 5B) and the *in vitro* ability of AMI to induce NP cell development into neuronal tissue (Figure 5I–K). It is possible that these new hippocampal DG neurons generated by AMI treatment of the 3×TgAD mice could assist in the creation of new neural networks that facilitate the pro-cognitive effects seen in our behavioral tests (Figure 3). Investigation of the alterations in neurite architecture and dendritic spine density may reveal the relative importance of such a process in the future. Newly developed cells may also be more effective at releasing neurotrophic factors, such as BDNF. Reinforcing an AMI neurotrophic action, we found that AMI elevated *Ndrg4* expression in both the hippocampus and cortex (Figures 4B, 5C,G). *Ndrg4* was primarily identified as a gene controlling brain development [38] and has recently been shown to promote neuronal survival, positively regulate neurite outgrowth as well as regulate neurotrophin receptor signaling [20]. AMI also increased *Anxa3* expression in both the hippocampus and cortex (Figure 4B) which has been linked to beneficial neurophysiological changes, including neuronal remodeling and development, as well as neurotrophic responses to voluntary exercise [39]. Voluntary exercise has been demonstrated to exert beneficial neurological actions via increases in BDNF levels [40]. We identified several other transcriptomic changes that may be associated with AMI-mediated neuronal development, *e.g.* upregulation of non-imprinted gene in Prader-Willi Syndrome/Angelman syndrome 1 (*Nipa1*), Ena-vasodilator stimulated phosphoprotein (*Evl*) and sprouty protein with EVH-1 domain 1 (*Spred1*) [41]–[43]. 

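Nipa1 (ILMN_2705349, chromosome 7) rose by 0.25 on the log2 scale in the cortex (standard error 0.09, adjusted p = 0.756 from limma), from 2.17 ± 0.08 (SD, n = 3) after vehicle to 2.42 ± 0.06 (n = 3) after AMI. Spred1 (ILMN_2490252) rose by 0.42 in the hippocampus (standard error 0.11, adjusted p = 1.00), from 3.03 ± 0.15 to 3.46 ± 0.10. For these genes all AMI arrays lay above all vehicle arrays. Evl (ILMN_2731454, chromosome 12) rose by 0.22 in the hippocampus (standard error 0.11, adjusted p = 1.00), with overlapping groups. In the other tissue the 3 transcripts had log2 fold changes of -0.14, -0.11 and -0.17 in the same order, each with overlapping groups, and whether the tissues differed is covered by the interaction test over all probes, which no gene passed.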

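In the cortex the transcript of Bai2 (ILMN_2813724, chromosome 4) had a log2 fold change of -0.38 (standard error 0.14, adjusted p = 0.756 from limma), that of Ramp2 (ILMN_2661422, chromosome 11) 0.27 (standard error 0.11, adjusted p = 0.767) and that of Oxr1 (ILMN_2697390, chromosome 15) 0.41 (standard error 0.11, adjusted p = 0.756). The groups overlapped for Ramp2 and not for Bai2 and Oxr1. In the hippocampus Glrx2 (ILMN_3096267, chromosome 1) rose by 0.25 (standard error 0.10) and Ppargc1b (ILMN_2771709, chromosome 18) by 0.39 (standard error 0.12), each with groups that did not overlap and an adjusted p of 1.00. Glrx2 rose by 0.22 in the cortex as well; its other detected probes gave 0.14 (ILMN_3023749) and 0.07 (ILMN_1214664) in the hippocampus and -0.05 and 0.11 in the cortex, with groups that overlapped except for the first in the hippocampus. In the cortex Ppargc1b gave -0.08 with overlapping groups. Mtch2 is read by 3 detected probes. The probe with the highest mean signal (ILMN_2848583) gave 0.07 in the cortex (standard error 0.10, adjusted p = 0.937), the probe ILMN_2610204 also 0.07, and the probe ILMN_1229238 0.29 (standard error 0.11, adjusted p = 0.756).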

With neurogenesis, increased metabolic support is required and we noted AMI-mediated regulation of transcripts controlling angiogenesis (brain-specific angiogenesis inhibitor 2, *Bai2*; receptor activity modifying protein 2, *Ramp2*), stress response (glutaredoxin 2, *Glrx2*; oxidation resistance 1, *Oxr1*) and energy regulation (peroxisome proliferative activated receptor gamma coactivator 1 beta, *Ppargc1b*; mitochondrial carrier homolog 2, *Mtch2*) [44]–[49].

Based on the data collected in this study, AMI appears to be an effective pro-cognitive agent in the old and cognitively-impaired 3×TgAD mice employed. It is highly likely that the therapeutic activity of AMI could be complex and mediated by the subtle modulation of multiple synergistic processes. Thus the therapeutic effect of AMI in aged 3×TgAD mice is likely to involve multiple systems including, alterations in amyloid processing, neurotrophin receptor modulation, neurogenesis, stress resistance and even anti-inflammatory actions. As AMI has demonstrated a significant beneficial action in the AD model used in this study the future re-assessment of well-tolerated, FDA-approved pharmacological agents, such as AMI, may yield novel, unexpected activities in different disease states. The divergence in cellular systems and pharmacological responses between ‘normal’ or ‘diseased’ states [10], [50] therefore may create pathology-specific drug effects that could usher in new waves of drug development based on studying approved drugs in novel situations.

## Supporting Information

Figure S1 **Assessment of beta and gamma secretase activity in 3×TgAD animals.** Effects of AMI treatment, compared to vehicle treatment, upon hippocampal or cortical beta- or gamma-secretase activity. Beta and gamma secretase activity is expressed as EDANS (5-((2-aminoethyl)amino)naphthalene-1-sulfonic acid) fluorescence per µg of specific tissue protein. Secretase activity in vehicle-treated 3×TgAD animals is indicated by black bars while secretase activity in AMI-treated 3×TgAD animals is indicated by grey bars. Hippocampal beta-secretase (A) and gamma-secretase (B) activity in vehicle- and AMI-treated 3×TgAD mice. Cortical beta-secretase (C) and gamma-secretase (D) activity in vehicle- AMI-treated 3×TgAD mice. Values in histograms represent mean ± SEM (n = 3).
(TIF) Click here for additional data file.

Figure S2 **AMI-mediated alteration of synaptic factors and neuroprotective signaling in extended-culture primary hippocampal and cortical cells.** Murine hippocampal or cortical primary neurons were extracted as described in the Methods section. Cells were then allowed to mature for 21 days in culture before either, 3 additional days of culture with maintained 10 nM AMI stimulation (for PSD95 or synapsin I assessment) or acute stimulation with the same AMI dose for 20 minutes (for TrkB tyrosine phosphorylation and Akt-1 Ser-473 phosphorylation measurement). Representative western blots are represented with an associated histogram indicating quantifications of the western blot band intensities expressed as actin-normalized arbitrary absorbance units (AU). Values in each histogram represent mean ± SEM (n = 3). AMI effects on synapsin I (A) and PSD95 (B) expression in primary hippocampal cells after 21 days in culture. AMI effects on synapsin I (C) and PSD95 (D) expression in primary cortical cells after 21 days in culture. Acute AMI effects upon TrkB tyrosine phosphorylation (E) and Akt-1 Ser-473 phosphorylation (F) in hippocampal cells after 21 days in culture. Acute AMI effects upon TrkB tyrosine phosphorylation (G) and Akt-1 Ser-473 phosphorylation (H) in hippocampal cells after 21 days in culture.
(TIF) Click here for additional data file.

Table S1 **Antisera employed for immunohistochemistry or western blot analysis.** For each antisera used the protein target, experimental dilution used and the proprietary source (with catalog number) is delineated.
(DOC) Click here for additional data file.

Table S2 **AMI-mediated significant transcriptional alterations in adult 3×TgAD mouse hippocampus.** Z ratios of genes significantly up- (positive) or down-regulated (negative) in the hippocampus of 3×TgAD mice after AMI treatment compared to control vehicle treatment (AMI vs. vehicle (veh) z ratio).
(DOC) Click here for additional data file.

Table S3 **AMI-mediated significant transcriptional alterations in adult 3×TgAD mouse cortex.** Z ratios of genes significantly up- (positive) or down-regulated (negative) in the cortex of 3×TgAD mice after AMI treatment compared to control vehicle treatment (AMI vs. vehicle (veh) z ratio).
(DOC) Click here for additional data file.

# Supplementary material for: Amitriptyline-Mediated Cognitive Enhancement in Aged 3×Tg Alzheimer's Disease Mice Is Associated with Neurogenesis and Neurotrophic Activity
**Source:** PLoS One. 2011 Jun 27;6(6):e21660. doi: 10.1371/journal.pone.0021660
**Supplement:** Table S1 — Antisera employed for immunohistochemistry or western blot analysis. For each antisera used the protein target, experimental dilution used and the proprietary source (with catalog number) is delineated.

**Table S1**. Antisera employed for immunohistochemistry or western blot analysis. For each antisera used the protein target, experimental dilution used and the proprietary source (with catalog number) is delineated.

| **Immunohistochemistry** |  |  |
| --- | --- | --- |
|  |  |  |
| *Protein Target* | *Experimental Dilution* | *Source* |
| Map2 | 1:1000 | Abcam - ab70218 |
| NeuN | 1:100 | Millipore - MAB377 |
| BrdU | 1:100 | Millipore - 05-633 |
| Amyloid  | 1:300 | Invitrogen - 71-5800 |
| AT8 | 1:1000 | Pierce - MN1020 |
|  |  |  |
| **Western Blot** |  |  |
|  |  |  |
| *Antisera* | *Experimental Dilution* | *Source* |
| synaptophysin | 1:6000 | Millipore - MAB5258 |
| synapsin I | 1:3000 | Sigma Aldrich - HPA000397 |
| PSD-95 | 1:5000 | Upstate - 05-494 |
| spinophilin | 1:2000 | Millipore - AB5669 |
| BDNF | 1:1000 | Santa Cruz Biotechnology - sc-8042 |
| NGF | 1:1000 | Abcam - ab63990 |
| TrkB | 1:1000 | Abcam - ab33655 |
| Ndrg4 | 1:1000 | Abcam - ab63990 |
| Flot2 | 1:1000 | Cell Signaling Technology - 3244 |
| Tau-AT180 | 1:1000 | Pierce-Thermo – MN1040 |
| Grlf1 | 1:1000 | Santa Cruz Biotechnology - sc-131536 |
| Neo1 | 1:1000 | Abcam - ab86577 |
| Rtn4 | 1:1000 | Lifespan Biosciences - LS-C19342 |
| Elavl2 | 1:1000 | Dr. Jack Keene, Duke University |
| Akt (phospho-Ser473) | 1:1000 | Cell Signaling Technology - 9271 |
| Actin | 1:5000 | Sigma Aldrich - A1978 |
| Amyloid  | 1:1000 | Sigma Aldrich - A8354 |
| agarose-conjugated phosphotyrosine | 1g/100g protein lysate | Santa Cruz Biotechnology - sc-508AC |

# Supplementary material for: Amitriptyline-Mediated Cognitive Enhancement in Aged 3×Tg Alzheimer's Disease Mice Is Associated with Neurogenesis and Neurotrophic Activity
**Source:** PLoS One. 2011 Jun 27;6(6):e21660. doi: 10.1371/journal.pone.0021660
**Supplement:** Table S2 — AMI-mediated significant transcriptional alterations in adult 3×TgAD mouse hippocampus. Z ratios of genes significantly up- (positive) or down-regulated (negative) in the hippocampus of 3×TgAD mice after AMI treatment compared to control vehicle treatment (AMI vs. vehicle (veh) z ratio).

**Table S2**. AMI-mediated significant transcriptional alterations in adult 3xTgAD mouse hippocampus. Z ratios of genes significantly up- (positive) or down-regulated (negative) in the hippocampus of 3xTgAD mice after AMI treatment compared to control vehicle treatment (AMI vs. vehicle (veh) z ratio).

# Supplementary material for: Amitriptyline-Mediated Cognitive Enhancement in Aged 3×Tg Alzheimer's Disease Mice Is Associated with Neurogenesis and Neurotrophic Activity
**Source:** PLoS One. 2011 Jun 27;6(6):e21660. doi: 10.1371/journal.pone.0021660
**Supplement:** Table S3 — AMI-mediated significant transcriptional alterations in adult 3×TgAD mouse cortex. Z ratios of genes significantly up- (positive) or down-regulated (negative) in the cortex of 3×TgAD mice after AMI treatment compared to control vehicle treatment (AMI vs. vehicle (veh) z ratio).

**Table S3**. AMI-mediated significant transcriptional alterations in adult 3xTgAD mouse cortex. Z ratios of genes significantly up- (positive) or down-regulated (negative) in the cortex of 3xTgAD mice after AMI treatment compared to control vehicle treatment (AMI vs. vehicle (veh) z ratio).

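Table S2 lists 153 accessions for 149 genes of the hippocampus, and Table S3 lists 235 for 223 genes of the cortex. An accession that a single tested probe of the array reads could be set beside its listed z ratio without choosing among probes, which left 102 accessions in the hippocampus and 114 in the cortex. The z ratios computed from the deposited signals had the sign of the listed ones for all 102 and all 114, with a Pearson correlation of 1.00 and 0.998. The listed z ratios were 0.848 times the computed ones in the hippocampus and 0.826 times in the cortex, as the median over these accessions. With the SD taken over tested probes only, an alternative chosen after the data were seen, the median ratio was 0.995 and 1.02. Of the 102 hippocampal accessions 66 had a p of 0.05 or less with limma, and of the 114 cortical ones 100, while the methods' t-test gave 60 and 68. A false discovery rate under 0.3 was reached by 0 and 1 of them. The groups did not overlap for 86 and 97. Chance gives 10% of probes, but the accessions were chosen by the paper on these same arrays, so that share is not the one to expect for them.

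**Figure D3:**
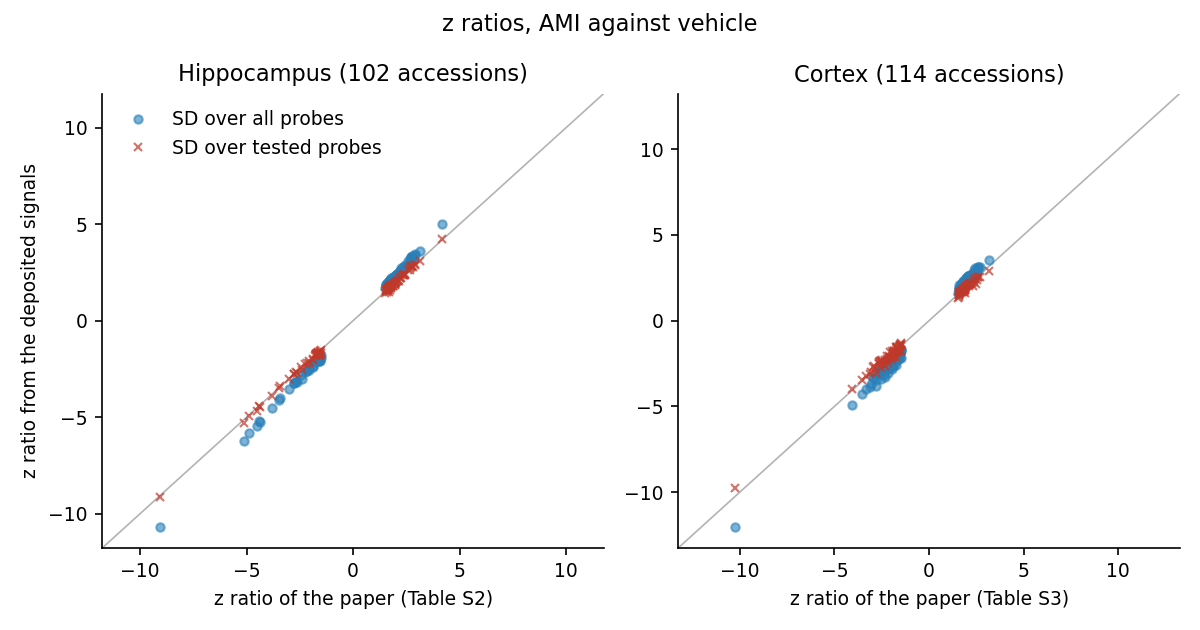
z ratio of AMI against vehicle from the deposited signals (vertical axis) against the paper's z ratio in Tables S2 and S3 (horizontal axis), for 102 hippocampal and 114 cortical accessions. Circles use the SD over all probes and crosses the SD over tested probes; the line marks equal values, and the crosses lie closer to it.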

How the deposited data were processed for this re-analysis (not part of the article)

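The data are expression arrays of the hippocampus and the cortex of 3×TgAD mice given AMI or vehicle, with 3 arrays per treatment and tissue, 12 in all. Each holds 25697 probes. The authors deposited the mean bead signal of every probe as a linear intensity from the scanner software, without normalization or background subtraction, and a detection p-value per probe and array from the same software. No deposited table holds normalized values, so all normalized values were computed here. All 12 arrays were mapped to a tissue and a treatment by their descriptions, and the groups were compared within each tissue. Which mouse gave which sample is not stated.

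No signal was under the floor of 1, and log2 was taken without an added constant. The log2 signals of each array were centred on their mean and divided by their SD over all probes (z normalization, as the paper's methods state), then multiplied by the mean SD of the arrays. Probes with a detection p of 0.05 or less on at least 3 of the 6 arrays of a tissue were tested. Per array, 49.0% to 51.7% of probes were detected. The median signal of probes with a detection p far above 0.05 was between 48.1 and 64.3, which limits fold changes of dim probes, since background was not subtracted. The median residual SD between replicates was 0.146 on the log2 scale in the hippocampus and 0.133 in the cortex.

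AMI and vehicle were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 6 arrays of a tissue, with Benjamini-Hochberg adjustment over the tested probes and an adjusted p threshold of 0.05. The cutoffs of the paper (an absolute z ratio of 1.5 or more, a p of 0.05 or less and a false discovery rate under 0.3) were applied with p and false discovery rate from limma, because the paper does not say which test gave the p of its array cutoffs. Its methods name an unpaired t-test for the statistical analysis, which was run as an alternative, and a further ANOVA of the array data, whose factors are not given and which was not run; for 2 groups a one-way ANOVA gives the p of that t-test. Counts are of genes, by symbol, and a gene with probes in both directions is counted in each. The overlap of the tissues was tested with a one-sided Fisher's exact test, and the difference between tissues as the tissue by treatment interaction of all 12 arrays, z-normalized together. Marker lists and gene families were tested with camera at its preset correlation, two-sided, adjusted over 14 lists in 2 tissues, with fry as the alternative; the lists are of oligodendrocytes, astrocytes, microglia, endothelium, choroid plexus, neurons, striatum, dentate granule cells, neurogenesis, immediate early genes, the proteasome, the cytosolic ribosome, oxidative phosphorylation, and collagens with laminins and integrins. Clustering near Rps15a was tested with a one-sided Fisher's exact test over a window of 5 Mb on each side and with a genome scan of 10000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, permutations and figures, and statmod 1.5.0 for the random block.

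The genes given by name are, by rule, those that the paper names, with, per tissue and direction, the 5 largest changes among genes at an adjusted p under 0.05 with groups that do not overlap (there were none), and genes called within 5 Mb of Rps15a; genes named outside this rule are said to be chosen after their values were seen or belong to a list named in the same paragraph. The probe of a gene is the one whose accession Table S2 or S3 lists for the tissue, and otherwise, or among several of that accession, the one with the highest mean signal over the 12 arrays. These rules, the comparisons between groups, the list tests with their lists, the Fisher's exact tests, the genome scan and most of the alternatives were fixed before the data were examined. Tests of other splits of the arrays (except of counts by the paper's cutoffs), of the choroid plexus, of chance in both tissues, of correlation near Rps15a, of the 6330503K22Rik probe, of sex, of the repeated sequence and of probes with 2 levels were chosen afterwards. The alternatives were quantile normalization, median centring, neqc with an offset of 16, z normalization over tested probes only, no detection filter, a detection p of 0.01 or less on all 6 arrays, a trend with robust variances, array weights, both tissues in one fit, the replicate number as a block, the methods' t-test, a z ratio of 2 or more, no false discovery rate cutoff, windows of 2 and 10 Mb, a random block for the mouse, and leaving out each array in turn. Alternatives chosen after seeing the data were the z ratio over the SD of tested probes, the methods' t-test without the false discovery rate cutoff, both of these together, and clustering of genes called without that cutoff, with and without Rps15a.

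Whether replicate numbers pair the arrays was checked by correlating the deviations of arrays from their group means. In the hippocampus AMI and vehicle arrays of the same number had correlations of 0.61, 0.30 and 0.29, against -0.47 to 0.28 for different numbers. Only number 1 stands well apart, and no label states a pairing, so pairs are possible but not established. The hippocampal counts are therefore also given with the replicate block.

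The procedure was tested on simulated data, in which 200 probes were shifted. limma recovered 183 in the hippocampus and 185 in the cortex, with 8 and 4 false calls; the paper's cutoffs recovered 195 in each, with 74 and 70 false calls. The interaction fit recovered 168 of 200 with 15 false calls, and camera and fry each found 1 shifted list of 1 with 0 false calls. The genome scan found an added window in both tissues at a genome-wide p of 0.001 from 1000 permutations, the smallest they can give, against 0.505 and 0.658 without it. The simulated shifts are large, so these shares do not carry over to small changes. The simulated noise was independent between probes, whereas genes of one list vary together on the real arrays. The 0 false calls of camera and fry therefore do not carry over to these lists.

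Not analysed were the KEGG and MSigDB gene sets and the literature indexing of the paper, and the behaviour, protein and peptide measurements of the paper, which are not array data. Single values of some marker genes are not reported.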

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

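Of the tests in this part, those of myelin genes and of striatal tissue were set before the data were examined, and the tests of other splits, of the choroid plexus and of chance in both tissues were chosen only after the result was seen.

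The change of oligodendrocyte genes after AMI differed between the tissues, tested as an interaction: the median log2 fold change of 15 genes was lower in the hippocampus than in the cortex, with a difference of -0.41 (camera adjusted p = 1.15e-06, fry adjusted p = 0.584). In the hippocampus 0 of 15 genes were higher after AMI, with a median of -0.46 (adjusted p = 5.57e-16 with camera and 0.635 with fry; over the alternatives with camera, 3.74e-23 to 3.95e-09), and the cortical median was -0.01 (0.03 with median centring; adjusted p = 0.650 with camera, and 0.00127 with a median of -0.12 without vehicle replicate 2). Leaving out single arrays gave hippocampal medians from -0.61 to -0.33. By replicate number, which may pair the hippocampal arrays, the decrease was not even. The mean log2 deviation of the list was -0.26 after AMI against 0.30 after vehicle for number 1, and -0.38 against 0.43 for number 2. For number 3 it was -0.04 in both, so those arrays showed no decrease. Of 10 splits of the hippocampal arrays, 2 gave a median as large, and with 10 splits chance cannot be excluded. Camera takes a fixed correlation between genes and fry estimates it from the arrays, and the genes of one cell type vary together, so the camera p-values overstate the evidence. A lower share of oligodendrocytes or white matter in the AMI samples is a candidate explanation: the 5 myelin genes chosen for this test were all lower in the hippocampus, with a median of -0.49 and a range of -0.59 to -0.13, and the most abundant, Mbp (mean signal 20112), fell by 0.50. Of the 15 genes, the paper's Table S2 lists 3 (Cnp, Tmem10 and Trf). An effect of AMI on these cells predicts the same decrease, and no value here separates it from uneven dissection.

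Choroid plexus genes differed between the tissues by -1.003 (9 genes; camera adjusted p = 5.46e-04, fry adjusted p = 0.921). In the hippocampus 0 of 9 were higher after AMI, with a median of -0.79 (adjusted p = 2.78e-06 with camera and 0.989 with fry), and the cortical median of 11 genes was 0.12 (adjusted p = 0.577 with camera, 9.42e-05 without AMI replicate 1 and 0.0170 without vehicle replicate 1). Choroid plexus tissue in the hippocampal sample of vehicle replicate 3 may account for the decrease: without that array the median was -0.10, 3 of 9 genes were higher and the camera adjusted p was 0.107, and the most abundant gene, Ttr (mean signal 10386), fell by 1.69 with all arrays (standard error 0.91), whereas the other alternatives with camera gave 2.76e-13 to 6.16e-04. The mean log2 deviation of the list was 2.10 on vehicle replicate 3 and between -0.68 and -0.20 on the other hippocampal arrays. The median of each split is set by the group that holds that array. That 4 of 10 splits gave a median as large therefore decides nothing, and chance cannot be excluded. A biological effect of AMI on the choroid plexus was not tested.

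Striatal genes differed between the tissues by 0.25 (11 genes, hippocampus minus cortex; camera adjusted p = 1.04e-05, fry adjusted p = 0.111). In the cortex 2 of 12 were higher after AMI, with a median of -0.24 (adjusted p = 4.43e-07 with camera and 0.635 with fry; over the alternatives with camera, 1.05e-10 to 1.82e-04), and in the hippocampus the median of 11 genes was -0.03 (0.004 with median centring) and their mean 0.01 (adjusted p = 0.899). The real split was the only 1 of 10 with a cortical median as large, the next reaching 0.20, and 10 splits cannot exclude chance. Less striatal tissue in the cortical AMI samples could give this decrease, and Drd2 fell by 0.51 (standard error 0.12), Rgs9 by 0.59 (standard error 0.16), Gng7 by 0.48 (standard error 0.10) and Drd1a by 0.22 (standard error 0.16), while Tac1 did not move (0.01, standard error 0.15) and Pde10a gave -0.06 (standard error 0.10). Of the 12 genes, the paper's Table S3 lists 3 (Gng7, Pde1b and Rgs9). Striatal tissue and a response of cortical neurons to AMI cannot be told apart, since 12 genes of this list were detected in the cortex, Adora2a was detected on 1 cortical array, and Penk has no probe.

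In genes that the paper does not list, 5 probes had an unadjusted p of 0.05 or less in both tissues, moved in one direction and had groups that did not overlap. They are Abca8a (log2 fold change -0.33 in the hippocampus and -0.27 in the cortex) and Ryr1 (-0.24 and -0.35), lower after AMI, and Asns (0.29 and 0.29), Hif1a (0.44 and 0.38) and LOC100048556 (0.40 and 0.27), higher, all chosen after their values were seen. None passed an adjusted p of 0.05 with limma in either tissue. Chance may account for them: 18 probes passed that p in both tissues, where 18.2 are expected by chance, and 14 of them moved in one direction, where 9.80 are expected, but 51 of 100 pairs of splits of the 2 tissues gave as many in one direction. These pairs include hippocampal splits with AMI 1 and vehicle 1, which deviate alike from their groups, in one group. Such splits gave 983 to 1633 genes by z ratio and p alone, against 297 for the real split, so the 51 do not settle chance. A biological effect was not excluded.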

How the results depend on the processing

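Of the tests in this part, the t-test without the false discovery rate cutoff, the z ratio over the SD of tested probes, the clustering without the false discovery rate cutoff and the splits, except those of the counts by the paper's cutoffs, were chosen only after the result was seen.

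Counts at an adjusted p under 0.05 were 0 in both tissues with limma (297 and 738 genes at an unadjusted p under 0.05, and 0 with the methods' t-test). In the cortex neqc, the trend with robust variances and array weights gave 2 genes each. Leaving out an array gave 0 to 1 in the hippocampus (1 without AMI replicate 2) and 0 to 1 in the cortex (1 without AMI replicate 3). With a real count of 0, each split is as large by construction (10 and 10 of 10), which decides nothing.

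By the paper's cutoffs the hippocampal count of 0 became 1 with the trend, 24 with array weights, 1 with the replicate block and 297 without the false discovery rate cutoff. Leaving out an array gave 0 to 2 (2 without AMI replicate 1, 2 without AMI replicate 2, 1 without vehicle replicate 2). The cortical count of 3 became 0 with median centring, 1 with detection on all 6 arrays, 1562 with array weights, 5 with the replicate block, 0 with the methods' t-test and 738 without the false discovery rate cutoff. Leaving out an array gave 0 to 1512 (0 without AMI replicate 1, 1 without AMI replicate 3, 1 without vehicle replicate 1, 1 without vehicle replicate 2, 1512 without vehicle replicate 3). Of the alternatives chosen after seeing the data, the t-test without the false discovery rate cutoff gave 289 genes in the hippocampus and 525 in the cortex, and with the SD of tested probes 209 and 372. The cause was not tested. By the paper's cutoffs 5 of 10 splits of the cortical arrays gave a count as large, and by z ratio and p alone 5 of 10 did in the hippocampus and 4 of 10 in the cortex, so chance cannot be excluded. For the hippocampal count of 0 by the paper's cutoffs the splits (10 of 10) decide nothing.

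In the hippocampus replicate numbers may pair the arrays. The 3 other splits that part the arrays of all 3 numbers gave 136, 130 and 133 genes by z ratio and p alone, against 297 for the real split. Splits with AMI 1 and vehicle 1 in one group gave more, up to 1633. In the cortex the correlations of arrays with the same number were -0.06, 0.33 and 0.33 and those of other numbers -0.42 to 0.27, so the numbers there are not taken as pairs.

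The shared count of 0 became 6 with array weights, 1 with the replicate block and 25 without the false discovery rate cutoff, where 46 of 100 pairs of splits gave as many or more. These pairs include hippocampal splits with AMI 1 and vehicle 1 in one group, which raise counts, so the 46 do not settle chance. Leaving out an array gave 0 to 1 (1 without hippocampus vehicle replicate 2). The t-test without the false discovery rate cutoff, chosen after seeing the data, gave 14, and with the SD of tested probes 9. The cause was not tested. The interaction count was 0 under each alternative and without each array (limma; 367 genes at an unadjusted p under 0.05, 62 to 2254 over the alternatives), where the splits (100 of 100) decide nothing for a count of 0, and 58 of 100 gave as many genes at that unadjusted p. These interaction splits were drawn within each tissue without regard to a possible pairing of hippocampal arrays, so the 58 do not settle chance either. The random block for the mouse had a correlation of -0.02.

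With camera 5 list tests passed an adjusted p of 0.05, 7 with the replicate block, 7 with detection on all 6 arrays, and with fry 0. Leaving out an array gave 4 to 8 (8 without hippocampus AMI replicate 1 and 8 without cortex AMI replicate 1). All 10 splits gave as many passing lists in the hippocampus and in the cortex (10 and 10). The ribosome list reversed in the hippocampus with median centring (0.069) and ranged from -0.22 to 0.037 on leaving out an array (0.03 without AMI replicate 2, 0.037 without vehicle replicate 1). Leaving out either array breaks a pair if replicate numbers pair the arrays, which no label states. Within each number the AMI array had the lower mean of the list. In the cortex it reversed with quantile normalization (0.030), median centring (0.072) and neqc (0.034) and ranged from -0.20 to 0.039 (0.039 without vehicle replicate 1). The 6330503K22Rik probe with the higher signal reversed in the hippocampus with median centring (0.019); leaving out an array gave -0.17 to 0.046 (0.046 without vehicle replicate 2), and in the cortex -0.038 to 0.056 (-0.038 without AMI replicate 2, -0.01 without vehicle replicate 2). The values of this probe lie within the spread of replicates.

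Of 544 comparisons of 32 gene results with an alternative, 4 reversed and 2 passed the threshold; that the rest stayed above it is no sign of stability, since none of the 32 passed it before and 3 arrays per group leave little power; of 65 of 5 lists, 47 kept both, 11 lost the threshold and 7 reversed. Median centring moved the median of all tested probes to 0.07 in the hippocampus and 0.06 in the cortex, from 0.01 and 0.02. Clustering near Rps15a in the cortex gave p = 0.00773 with a window of 2 Mb and p = 0.0407 with 10 Mb (Fisher's exact test, one-sided), which says nothing of stability, since each window is centred on Rps15a, the 1 called gene in it; without Rps15a p was 1 for each window. No gene was called there at an adjusted p under 0.05, nor in the hippocampus by the paper's cutoffs, so those alternatives gave no value. BeadChip as a block was not run, since no chip is named for the arrays. Detected probes had medians only 3.16 to 5.98 times those of probes with a detection p far above 0.05, which limits changes of dim probes.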

Differences from the paper's values

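Of the alternatives in this part, the t-test without the false discovery rate cutoff and the z ratio over the SD of tested probes were tests chosen only after the result was seen.

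The paper's text states 223 AMI genes in the hippocampus, its Table S2 lists 149, and 0 passed its cutoffs here with limma (297 genes at an unadjusted p under 0.05; 0 with the methods' t-test). For the cortex the paper's text states 149, its Table S3 lists 223, and 3 passed here; the numbers of the text and the tables are exchanged between the tissues. Of the alternatives set before the data were examined, leaving out the false discovery rate cutoff gave 297 in the hippocampus, within 1.5 times the paper's 223 of the text but not its 149; it includes 100 of the paper's 149 genes and drops 49. None of the others alone closed the gap in the hippocampus, with 0 to 24 genes (24 with array weights, including 15 of the paper's 149). In the cortex none closed it to either number, with 0 to 1562 genes: 738 without the false discovery rate cutoff (197 of the paper's 223), 1562 with array weights (206), 5 with the replicate block (2) and 1512 without vehicle replicate 3 (161). The trend, the replicate block and leaving out vehicle replicate 2 each call 1 hippocampal gene, which the paper lists, and leaving out AMI replicate 1 or AMI replicate 2 each call 2, of which the paper lists 0. Pairs of choices were not set before the data were examined. Among them, a z ratio of 2 or more without the false discovery rate cutoff gave 276 hippocampal genes. That is within 1.5 times 223 but not 149, and how many of the paper's genes it includes was not counted. Without the false discovery rate cutoff, the replicate block calls 1006 hippocampal genes, with 147 of the paper's 149; within 1.5 times both 223 and 149 came 196 with detection on all 6 arrays (drops 60 of the paper's 149), 176 without AMI replicate 3 (drops 97) and 190 without vehicle replicate 2 (drops 85), and within 1.5 times 223 alone 321 with the trend (drops 59), 311 with both tissues in one fit (drops 75), 249 without AMI replicate 2 (drops 87), 265 without vehicle replicate 3 (drops 82) and 296 with the SD of tested probes (drops 49). Chosen after seeing the values, the t-test without the false discovery rate cutoff gave 289 genes in the hippocampus, within 1.5 times the paper's 223, and drops 57 of the paper's 149; with the SD of tested probes it gave 209, within 1.5 times both 223 and 149, and drops 58. In the cortex the latter gave 372 and drops 96 of the paper's 223.

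The paper's tables share 9 genes between the tissues and 0 were shared here by its cutoffs. Of the alternatives set before the data were examined, array weights gave 6, within 1.5 times the paper's 9, of which 3 are among the paper's 9; the replicate block and leaving out hippocampus vehicle replicate 2 gave 1, the absence of the false discovery rate cutoff 25, and the rest 0. The t-test without the false discovery rate cutoff and with the SD of tested probes, chosen after seeing the values, gave 9, of which 6 are among the paper's 9, so that it drops 3.

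For 6330503K22Rik, which the paper's text calls Cep110, the paper's z ratios are -9.26 in the hippocampus and -6.96 in the cortex, and those here were -0.61 and 0.13 for the probe with the higher mean signal. None of the alternatives set before the data were examined closed this gap. The other detected probe of the same accession gave z ratios of -10.93 and -8.08, and with the SD of tested probes, chosen after seeing the values, -9.31 and -6.54.

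The paper's methods state male mice, while both Xist probes were detected on 12 of 12 arrays.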

Other observations

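Of the tests in this part, the Fisher's exact test near Rps15a was set before the data were examined; the tests of genes near Rps15a called by z ratio and p alone, of correlation near Rps15a, of the 6330503K22Rik probe, of sex, of the repeated sequence and of probes with 2 levels were chosen only after the result was seen.

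Rps15a, Tmc7 and one 6330503K22Rik probe fell in both tissues and lie in one region of chromosome 7. Of 42 tested genes within 5 Mb of Rps15a, 1 of the 3 cortical genes called by the paper's cutoffs lies there, Rps15a itself (Fisher's exact test, one-sided, p = 0.0147), and the pattern was first seen in the paper's tables, which come from the same arrays. A variant of the strain background that differs between the mice of the 2 groups may lower such neighbours together; from this count that explanation and an effect of AMI cannot be told apart, because the window is centred on the 1 gene that carries it, and without Rps15a 0 of the 2 other called genes lie there (p = 1 in the same exact test). By z ratio and p alone 9 genes lie there against 3.12 expected in the cortex (Fisher's exact test, one-sided, p = 0.00316; p = 0.00943 without Rps15a) and 4 against 1.30 in the hippocampus (p = 0.0402; p = 0.132 without Rps15a). Not all fell: named after their values were seen, Mlstd2 (0.46) and Tmem159 (0.23) rose in the cortex and Crym (0.25) in the hippocampus. Across 46 probes near Rps15a, without those of Rps15a, Tmc7 and 6330503K22Rik, the changes in the 2 tissues had a correlation of 0.49, above that of 97.0% of 10000 random sets of probes, as a variant carried by the mice would give; shared effects of AMI would give it too. In the genome scan of 5 Mb windows of genes called by z ratio and p alone, no window reached a genome-wide permutation p under 0.05, and with 10 Mb a window on chromosome 13 did in the cortex (p = 0.0298).

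One 6330503K22Rik probe fell by 1.28 in the hippocampus and by 0.97 in the cortex, while its neighbour gave -0.071 and 0.016. A sequence variant under the probe that fell could explain a change of 1 probe alone, and so could a change of one transcript form. The 0.016 of the other probe is the observation that prompted both, so it does not test them, and both stay open. The sequence of these mice was not analysed here.

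The paper's methods state that the mice were male. Both Xist probes (2) were detected on 12 of 12 arrays, and of 15 Y-linked probes 12 were detected on no array, 1 on some and 2 on all. RNA of female mice, which conflicts with the stated sex, is a candidate explanation for these 12 and for Xist, while the 2 Y-linked probes detected on all arrays, of Ddx3y and Uty, would go against it if they read those transcripts. The 2 other Ddx3y probes, and those of Eif2s3y and Jarid1d, were detected on no array. The detected Uty probe had a low signal, 74.1 to 149, against array medians of 48.1 to 64.3 for probes far from detection. The detected Ddx3y probe read 252 to 916, and the Xist probes 207 to 1104. Which sex the arrays represent was not settled. One of the 2 detected Y-linked probes, of Ddx3y, shares 12-base words with 14 other probes, more than 93.6% of probes do; with 15-base words, tried first, it was 2 other probes and 96.7%. Whether such a repeat causes its signal stays open.

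To see whether samples of one number come from one mouse, 4 genes with 2 separate levels (Pou6f1, Prdx2, Slc25a18 and Tomm22, chosen after their values were seen) were compared between tissues. States were alike in 12 of 24 comparisons of the same number (50%) and in 24 of 48 of other numbers (50%), but the treatments differed: with the same number 10 of 12 were alike for vehicle and 2 of 12 for AMI, and with other numbers 8 of 24 and 16 of 24. If such levels are fixed in a mouse, which was not tested, the AMI values go against one mouse per number, and the vehicle values do not.

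The remaining lists had these median log2 fold changes in the hippocampus and the cortex, each with an adjusted p from camera and none under 0.05: astrocytes 0.02 (0.899) and 0.07 (0.650), microglia 0.14 (0.0846) and 0.03 (0.663), endothelium 0.11 (0.193) and 0.05 (0.456), neurons -0.03 (0.730) and -0.09 (0.118), dentate granule cells 0.12 (0.400) and 0.04 (0.899), neurogenesis 0.04 (0.873) and 0.12 (0.577), immediate early genes 0.05 (0.899) and -0.07 (0.321), and oxidative phosphorylation -0.06 (0.104) and -0.04 (0.381). Not all stayed there under the alternatives: in the hippocampus microglia passed with the replicate block (0.0235) and median centring (0.0484), and oxidative phosphorylation with the replicate block (0.0235) and detection on all 6 arrays (0.0290). Leaving out some single array brought microglia, endothelium, neurons, dentate granule cells and oxidative phosphorylation under 0.05 in the hippocampus, and endothelium, neurons, immediate early genes and oxidative phosphorylation in the cortex. The sign of these medians changed under quantile normalization, median centring or neqc for neurons and oxidative phosphorylation in both tissues and for microglia, dentate granule cells and immediate early genes in the cortex.

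Of 14 transcripts whose proteins the paper measured elsewhere, 13 were tested in each tissue, with 1 probe chosen per gene by the rule for named genes. With these probes none had an unadjusted p of 0.05 or less in the hippocampus with limma and 2 did in the cortex, Syn1 (-0.43) and Ppp1r9b (-0.33), and none passed when adjusted over the list alone. Other detected probes differed: one of Ngfb rose by 0.30 in the hippocampus and 2 of Mtap2 by 0.42 each in the cortex, with groups that did not overlap, while the chosen probes of Ngfb and Mtap2 gave -0.04 and -0.22 there, and the second Syn1 probe gave -0.07 in the cortex.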
